# The developmental effects of pentachlorophenol on zebrafish embryos during segmentation: A systematic view

**DOI:** 10.1038/srep25929

**Published:** 2016-05-16

**Authors:** Ting Xu, Jing Zhao, Zhifa Xu, Ruijie Pan, Daqiang Yin

## Abstract

Pentachlorophenol (PCP) is a typical toxicant and prevailing pollutant whose toxicity has been broadly investigated. However, previous studies did not specifically investigate the underlying mechanisms of its developmental toxicity. Here, we chose zebrafish embryos as the model, exposed them to 2 different concentrations of PCP, and sequenced their entire transcriptomes at 10 and 24 hours post-fertilization (hpf). The sequencing analysis revealed that high concentrations of PCP elicited systematic responses at both time points. By combining the enrichment terms with single genes, the results were further analyzed using three categories: metabolism, transporters, and organogenesis. Hyperactive glycolysis was the most outstanding feature of the transcriptome at 10 hpf. The entire system seemed to be hypoxic, although hypoxia-inducible factor-1α (HIF1α) may have been suppressed by the upregulation of prolyl hydroxylase domain enzymes (PHDs). At 24 hpf, PCP primarily affected somitogenesis and lens formation probably resulting from the disruption of embryonic body plan at earlier stages. The proposed underlying toxicological mechanism of PCP was based on the crosstalk between each clue. Our study attempted to describe the developmental toxicity of environmental pollutants from a systematic view. Meanwhile, some features of gene expression profiling could serve as markers of human health or ecological risk.

Environmental pollutants often inflict irreversible, long-lasting damage on animals during development^1^, and traditional toxicology does not provide sufficient information about the toxic mechanisms mainly due to limitations of the method. Pentachlorophenol (PCP), a typical uncoupler of oxidative phosphorylation (OXPHOS), is a representative environmental pollutant that was once a crucial pesticide and fungicide and is still ubiquitous in the environment in China^2^. Regardless of its relatively well-defined cytotoxic mechanism^3^,^4^, the impacts of PCP on animal development have remained obscure. Using a microarray, we found that PCP exposure activated glycolytic gene expression, forming a pattern similar to the Warburg effect and abnormally upregulated the embryonic cell cycle in zebrafish gastrula^5^. The effects on older embryos are the next logical question. In particular, segmentation is the stage after gastrulation during zebrafish development, and the first body morphology and movement appear in this period^6^. What are the impacts of PCP during this crucial stage? Will the disordered metabolic situation continue?

High-throughput technologies were expected to identify new aspects of the toxic mechanism. Compared with microarray, next-generation sequencing (NGS) is a better choice because it can detect novel sequences and provide a higher throughput^7^. Unfortunately, the massive data analysis following testing has been commonly believed to be a considerable challenge^8^. Theoretically, developing embryos/larvae could also be an optimal model for transcriptomic analysis because (1) they have simple but evolutionarily conserved structures, (2) they exhibit a dynamic response to a stimulus, and (3) they can provide accurate and generalizable information about the effects of chemical exposure on developmental processes^9^. A more attractive idea is that when a living body with a preliminary structure and function is exposed to pollutants, the effects could be easily traced back to and classified within a narrow range of origins. To accomplish this purpose, RNA sequencing is required to provide global information. This approach might simplify the abnormal organismal scenarios caused by the millions of toxic chemicals in environment and might be particularly beneficial for risk assessment and management.

In this study, we analyzed the transcriptomic effects of PCP treatments on zebrafish embryos using an Illumina HiSeq 2000 sequencing platform at 10 and 24 hours post-fertilization (hpf), representing the beginning and end of the zebrafish segmentation stage, respectively. The results suggested that PCP had significant impacts on multiple biological events in the developing embryos. Three different processes, metabolism, transmembrane transport and organogenesis, were chosen to ensure the integrity of causation. A mechanical framework that connected these events was proposed in an attempt to understand the occurrence and evolution of PCP’s developmental toxicity from a systematic view.

## Results

### Basic sequencing information

Our exposure experiments were illustrated as Fig. 1. After exposure, the sequencing data produced approximately 57–72 M total reads from 6 samples, and their mapping/unique mapping rates were all above 90%. 

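Whole embryos of the Tuebingen strain were kept in 0, 5 or 200 μg/l PCP from about 1 hpf and collected at 10 or 24 hpf, which gave the controls 10C and 24C and the treated groups 10L, 10H, 24L and 24H (L, low dose; H, high dose). Each group was a pool of embryos sequenced as 1 library on the Illumina platform of the paper, so there were no replicates, and every test compares 2 libraries rather than 2 conditions. The authors mapped the reads to the zebrafish genome with Tophat (the Zv10 assembly in the paper's methods, Zv9 in the sample labels), annotated them further against the human genome, and deposited 1 table of gene counts normalized by TMM. All values of a library were whole multiples of 1 step (tolerance 0.001 reads), so the reads behind each value were recovered, and they came to between 47409208 and 59864868 per library. The table had 21228 entries. Of these, 11 gathered many clone-derived transcripts under 1 shortened name, held 13.9% to 15.5% of the reads of a library and were left out, which left 21217 genes. FC is the normalized count of the treated group over that of its control at the same age, and the values in parentheses after each FC are its 95% Clopper-Pearson interval, which covers counting error only. A gene is said to have risen or fallen when it passed the paper's thresholds, more than 2-fold and an unadjusted p under 0.05, here in a two-sided exact binomial test on the reads of the 2 libraries. For a gene with 0 reads in 1 of the 2 libraries, a bound against a floor of 3 counts is given in place of the FC. The lists of genes by pathway, gene family or tissue were fixed before the data were examined, but after the paper's tables, which come from these libraries, had been read. Ranks of lists that hold genes of those tables are therefore not independent evidence. A member counts as measured when the 2 libraries averaged at least 10 reads. The median log2 FC of a list was computed with 1 added to the normalized counts and ranked among 10000 random lists of genes with like expression.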

The original RNA-Seq data are available in the Gene Expression Omnibus database (GSE75921). On most chromosomes, the distribution of the detected transcripts would not have suffered from PCP exposure, and only chromosomes 3, 6, and 19 varied in some extent (Fig. S1).

The results of the differential expression analysis of the 21,227 detected transcripts are shown in Fig. 2a. A higher concentration and longer duration of exposure to PCP resulted in more differentially expressed genes, particularly those that were upregulated. 

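At 24 hpf, 2526 genes rose and 3486 fell in the embryos given 200 μg/l, out of 21217 tested. The lower dose of 5 μg/l at the same age moved fewer genes, with 742 that rose and 887 that fell. The genes called in the 24H group were well expressed, with a median of 258.5 reads in the library where the gene was higher. Of these genes, 10.9% had at most 3 reads in the library where the gene was lower. To show what calls mean without replicates, libraries with no difference between groups were simulated at the expression of the 24 hpf embryos. With counting error alone the simulated pairs gave 105 and 107 calls, with a biological coefficient of variation of 0.2 they gave 626 and 635, and with one of 0.4 they gave 4330 and 4371.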

Compared with the solvent control, 6,087 transcripts were affected in the 24H group (200 μg/l PCP at 24 hpf), of which 3,593 were upregulated and 2,494 were downregulated. 

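At 10 hpf, 775 genes rose and 507 fell in the 10L embryos, and 1419 rose and 1342 fell in the 10H embryos. The genes called at the low dose were mostly weakly expressed, with a median of 34 reads in the higher library, against 74 for the genes called at the high dose. The split between genes that rose and fell at the low dose moved with the scaling of the libraries. When values were scaled to library totals in place of TMM, 1052 genes rose and 358 fell in the 10L embryos, and the median log2 FC of all genes went from -0.02 to 0.10. Under the same scaling 1369 genes rose and 1386 fell in the 10H embryos.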

The 10L group (5 μg/l PCP at 10 hpf) was the only treatment that included more upregulated genes than downregulated genes: 521 and 845 transcripts were up- and downregulated, respectively. The differentially expressed genes in the embryos treated with the two concentrations of PCP for two different durations are shown in a Venn diagram (Fig. 2b). A total of 5,895 genes were affected by only one of the four treatments: 3,663, 1,386, 493, and 353 genes, respectively. In comparison, only 55 genes were affected by all four treatments. 

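Of the 8497 genes called in at least 1 group, 5854 were called in 1 group alone, 3718 of them in 24H, 1333 in 10H, 491 in 10L and 312 in 24L. At 24 hpf the doses moved shared genes the same way, with 517 genes that rose in both 24L and 24H, 688 that fell in both and 12 that went opposite ways. If the calls at the 2 doses were independent, 88.3 genes would have risen and 146 fallen in both. At 10 hpf, 180 genes rose in both 10L and 10H and 121 fell in both, where independence gives 51.8 and 32.1, and 148 went opposite ways. Both doses at an age were compared with the same control library, which alone produces some overlap. Simulated libraries that differed by a biological coefficient of variation of 0.2 alone shared 121 calls at 24 hpf and 120 at 10 hpf. With a coefficient of 0.4 they shared 1576 and 1454, more than the 1217 and 449 shared here. That setting called 4330 and 4371 genes at 24 hpf, where 1629 and 6012 were called here. At 10 hpf it called 4044 and 3994, where 1282 and 2761 were called. These overlaps are drawn from unlike totals, so they do not show whether the shared control explains the overlap.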

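The genes called in all 4 groups numbered 52, of which 11 rose in all and 15 fell in all. Among the 11 was cyp1a, the classical target of the aryl hydrocarbon receptor, with FC 2.02 (1.42 to 2.91) in 10L, 7.51 (5.51 to 10.5) in 10H, 2.05 (1.87 to 2.24) in 24L and 3.50 (3.23 to 3.80) in 24H. The other 26 went up in some groups and down in others. The muscle regulator myog rose in 10L, 24L and 24H, to FC 18.6 (16.1 to 21.5) in the last, and fell in 10H, from 11 reads to 1, with FC 0.0911 (0.00212 to 0.627). Parvalbumin pvalb2, a calcium buffer of fast muscle, rose at 10 hpf in both doses, with FC 3.84 (2.00 to 7.96) in 10H, and fell at 24 hpf, with FC 0.0121 (0.0111 to 0.0131) in 24H.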

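Genes were ranked among those past the thresholds with at least 50 reads in the higher library and a symbol that does not begin with LOC or a clone prefix, which leaves out entries with higher FCs, such as LOC100000685 in 24L and LOC100535991 in 24H. In the 10H embryos, genes of glycolysis and of the response to low oxygen were among the highest. The steepest falls there were in igfbp2a, an insulin-like growth factor binding protein gene that went from 71 reads to 0 (at least 23.6-fold lower), and in the parathyroid and gill regulator gcm2 (FC 0.0174, 0.00209 to 0.0644), and the secreted Wnt antagonist gene sfrp2 had FC 0.0286 (0.00340 to 0.107). At 5 μg/l and 10 hpf the highest of the ranked genes was rdh1, a retinol dehydrogenase, with FC 18.8 (6.17 to 93.6), followed by ap3b2 with 10.6 and mybpc2b, a myosin-binding protein of fast muscle, with 10.3 (6.70 to 16.5). In 24L the clock gene her1 had the highest FC of the ranked genes and the ventral regulator vent the next (10.5, 6.64 to 17.5). In 24H the clock genes mespb, which went from 0 reads to 145 (at least 38.9-fold higher), and her1 and the aminopeptidase gene anpep (FC 128, 49.9 to 472) were the highest of the ranked genes. The lowest of the ranked genes of 24H were γM-crystallins of the lens, led by crygm2d3, which went from 2195 reads to 0.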

We listed the top 10 upregulated mRNA transcripts in each of the 4 groups (Table 1) according to their fold changes (FC) and found that the genes in the two 10 hpf groups were completely different, while some of the genes in the two 24 hpf groups overlapped.

### Enrichment analysis based on the gene ontology (GO) definitions

Although the changes in gene expression seldom indicated an explicit biological impact on the organisms, a number of the enriched genes still provided useful clues that should not be neglected. Here, we performed a functional enrichment analysis of the genes based on the GO definitions using three domains: biological process (BP), molecular function (MF) and cellular component (CC). The complete list of the significant GO terms is shown in Supplementary Table 1–4, as there were too many entries to list here.

To further filter the instructive terms from the abundant, affected terms, the GO trees of high-dose groups were graphed according to the hierarchical relationships of the terms, and only direct affiliations were accepted as valid (Fig. 3). If the toxic effects were primary and original, then we would expect their occurrence and development to be observed from a very early time point; therefore, they must continue to propagate and be the communal effects of the 10H and 24H groups. The BP terms tended to reflect PCP’s effects on tissue and organ development, such as the kidney, eye, heart (and vessels), and central nervous system. 

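Of 16 measured kidney and pronephros genes, 2 rose and 5 fell in 10H (1 rose when adjusted over all genes, 2 when adjusted over the list alone). Those that fell included wt1a, a regulator of podocytes, with FC 0.0455 (0.0145 to 0.110), and pax2a, a pronephros and brain regulator, with FC 0.458 (0.424 to 0.495). At 24 hpf, 6 of 18 kidney genes rose in 24H and 2 fell: pax8 had FC 6.23 (5.42 to 7.20), hnf1ba 4.46 (4.06 to 4.91) and pax2a 2.72 (2.5 to 2.97), while lhx1a had 0.287. Of 10 measured heart genes 3 fell in 10H, among them hand2 with FC 0.309 (0.277 to 0.343). In 24H, 3 of 15 heart genes rose and 2 fell, the latter myl7, a myosin light chain of the beating heart, with FC 0.424 (0.396 to 0.454), and the natriuretic peptide gene nppa with 0.0570. Of the vascular endothelium genes, 4 of 15 fell and none rose in 10H, and 3 of 17 rose and 1 fell in 24H. The gene etv2, which starts the endothelial lineage, had FC 0.115 (0.0784 to 0.163) in 10H and 2.5 in 24H, and the VEGF receptor gene kdr had 7.21 in 24H. As wholes the lists did not stand apart in 10H, where the medians for kidney, heart and endothelium lay at percentiles 10.4, 64.3 and 27.1 of the random lists. In 24H the kidney median of 0.61 lay at percentile 99.3, and those for heart and endothelium at 24.8 and 77.8. The forebrain regulator foxg1a had FC 0.0466 in 10H. The counts for the heart and the endothelium were the same when adjusted over all genes and when adjusted over the list alone.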

The MF terms highlighted internal binding and transporter activity. One notable class was the binding activities to retinoids, including retinol and its core metabolites, retinal and retinoic acid. 

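Genes of the extracellular matrix went both ways at the high dose, whereas most neuronal and proteasome genes fell in 24H. Of the laminins, collagens, fibronectins and integrins, 8 of 68 measured rose and 10 fell in 10H, and 22 of 76 rose and 14 fell in 24H. The fibronectin gene fn1b, which lines the somites, had FC 12.2 (11.7 to 12.8) and the laminin gene lamb1a 6.46 in 24H, while col17a1b, a collagen of the epidermal basement membrane, had 0.0477. Of 30 measured neuronal genes, 22 fell and 1 rose in 24H, with a median log2 FC of -1.58, lower than all of the random lists. They included nefl, which encodes a neurofilament, with FC 0.0448 (0.0266 to 0.0710), gad1b, the enzyme that makes GABA, with 0.0898, and tubb5 with 0.123 (0.118 to 0.128). In 10H only 1 of 20 measured neuronal genes fell, the motor neuron regulator isl1 (FC 0.303, 0.251 to 0.363). Of 46 measured proteasome subunits, 27 fell in 24H, such as psmd4a with FC 0.188 (0.178 to 0.199) and psmb3 with 0.275 (0.265 to 0.286), and psme1, an activator subunit, rose with 5.05 (2.66 to 10.6). In 10H 1 of 45 proteasome subunits fell, and none did when adjusted over all genes (1 when adjusted over the list alone). The median log2 FC of the subunits was -0.52 in 10H, -0.62 in 24L and -1.11 in 24H, each lower than all of the random lists. The other counts were the same under both adjustments.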

The filtered components of the CC terms included extracellular matrix, neuron projection, and mitochondrion in both groups and cell junction and proteasome in the 24 H group.

### Enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway definitions

The pathway analysis was an important addition to the GO analysis. Figure 4 describes the top 20 affected terms based on the definitions and annotations from the KEGG database, which were sorted by enrichment level. The characteristics of the KEGG definitions highlighted metabolism-related pathways, such as glycolysis and pyruvate metabolism. Moreover, some terms, such as *ABC transporter, HIF1 signaling pathway*, and *ECM-receptor interaction*, appeared frequently.

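At the low dose 16 of 69 measured extracellular matrix genes rose and none fell in 10L, and 13 of 75 rose and 1 fell in 24L. Their median log2 FC was 0.46 in 10L and 0.33 in 24L, each higher than all of the random lists. In 10L the laminin gene lama4 had FC 3.16 (2.28 to 4.45) and the cartilage and notochord collagen col2a1a 2.74 (2.46 to 3.07). Both adjustments, over all genes and adjusted over the list alone, left these counts as they were. Of the components of the HIF pathway, 3 of 9 rose in 10H, and 1 of 11 rose and 3 fell in 24H. The 3 that rose in 10H were vhl, the ubiquitin ligase subunit that marks HIF for degradation (FC 2.95, 2.58 to 3.37), the asparagine hydroxylase hif1an (2.53, 2.4 to 2.67) and epas1b, a HIF2α gene (2.90, 2.12 to 4.01).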

The pie diagrams illustrate the relative proportions of the different types of terms (Fig. 5). The shares of the metabolic pathways varied from 7% to 38% in the four groups, corroborating a strong influence of PCP on embryonic metabolism. Among them, carbohydrate metabolism and its child term, glycolysis, were notable metabolic terms, which is consistent with the fact that many glycolytic genes exhibit tremendous fold changes. Many other downstream pathways involving lipids, amino acids, and other cofactors were also significantly regulated by exposure at 24 hpf likely resulting from alterations of the intermediates of carbohydrate metabolism. 

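Genes of cholesterol synthesis moved both ways at 24 hpf, with 4 of 19 measured that rose and 4 that fell in 24H, under both adjustments. The reductase gene dhcr7 had FC 4.48 (4.08 to 4.92), cyp51 3.20 (2.99 to 3.44) and hsd17b7 0.183 (0.140 to 0.235). The apolipoprotein gene apoa4, expressed in the yolk syncytial layer, had FC 0.455 (0.450 to 0.460) in 24L and 0.179 (0.176 to 0.182) in 24H. Among genes of gluconeogenesis, pyruvate and the citric acid cycle, 3 of 30 rose in 24L, and 3 rose and 4 fell in 24H. The gene for the entry enzyme of gluconeogenesis, pck1, had FC 3.13 in 24L and 3.56 in 24H.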

The digestive system terms, such as *fat digestion and absorption* and *vitamin digestion and absorption*, also had close connections with the metabolism terms.

### A mechanical framework for the developmental toxicity of PCP

The proposed toxicological process of PCP is shown in Fig. 6. We assumed that all of the effects of pollutant exposure may have had a common origin and evolved gradually during development from a specific early stage (for example, the zygote stage). Because numerous reports have demonstrated that there are close and mutual interactions between the assorted biological events that were influenced in our experiments, some of the significantly altered processes were selected and connected based on their established interactions. Energy metabolism was regarded as the origin of the effects because their outcomes were closely related to the physiological state of the organism. 

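Across the genes measured at 24 hpf, the log2 FCs of the low and the high dose went together, with a Pearson correlation of 0.712 and a Spearman correlation of 0.714 (across genes, which are not independent replicates). The 2 FCs share the control library 24C, and simulated libraries that differed from it by a biological coefficient of variation of 0.2 alone gave a Pearson correlation of 0.508. The covariance of the log2 FCs was 0.556, against 0.111 in this simulation and 0.385 with a coefficient of 0.4. The Wnt-driven tail bud gene cdx4 rose at both doses and had FC 3.69 in 24L and 36.1 in 24H. The retinal regulator atoh7, which starts ganglion cell formation, had FC 0.0639 (0.0324 to 0.114) in 24L and went from 181 reads to 0 in 24H, at least 74.9-fold lower.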

Somitogenesis and eye formation were the major upregulated and downregulated features at 24 hpf, respectively, regardless of the PCP dosage. The transmembrane processes most likely acted as intermediaries between different events. See the Discussion section for a more detailed description.

### Validation of the sequencing data

Because only approximately 5.6% and 4.0% of differentially expressed genes in the 10 hpf and 24 hpf embryos, respectively, were affected by low doses of PCP, qRT-PCR was performed on embryos that were exposed to high doses of PCP to validate the sequencing data at these two time points. 

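Of the genes called in at least 1 group, 5.78% were called in 10L alone and 3.67% in 24L alone. Few reads stood behind the calls at the low dose: 37.2% of the genes called in 10L and 55.6% of those in 24L had at least 50 reads in the higher library, against 59.0% in 10H and 76.0% in 24H. Among those with ample reads were epd, which encodes a brain glycoprotein (FC 6.82 in 10L), and the urate oxidase gene uox (FC 9.81 in 24L).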

The selected genes are listed in Table 2 and include *gapdhs, ldha* (for glycolysis), *atp5ia, cox7a2* (for oxidative phosphorylation), *egln3* (for the hypoxia response), *abcb11a, abcc8* (for ABC transporter), *mespa, her1, cryba2b* (for morphogenesis), *kcnc3b, scn1ba* (for ion channel), and *gnb5b* (for other functions). The definition of “significant” was only validated when *p* < 0.05 and |FC| > 2 were met simultaneously, thus aligning with the condition determined by sequencing. Using PCR amplification and quantification, the results confirmed that these genes had expression levels similar to those observed in the RNA sequencing.

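For the 13 genes of Table 2, the log2 FC from sequencing had the same sign as the paper's log2 FC from qRT-PCR for 12 genes in 10H and for 13 in 24H. Across the genes the Pearson correlation was 0.976 in 10H and 0.992 in 24H. In 10H the median of the sequencing value minus the paper's qRT-PCR value was 0.02 (-0.40 to 1.35, an interval of the median from the ranked values). In 24H this median was 0.74 (0.37 to 2.32), and sequencing was higher for 12 of 13 genes. The clock gene her1 had a log2 FC of 7.10 by sequencing against the paper's 4.02 by qRT-PCR, and the potassium channel gene kcnc3b -1.90 against -2.01, from 12 reads in 24C and 4 in 24H. The gnb5b gene, a G protein subunit of neurons, rose in 10H (1.70, the paper's qRT-PCR 1.60) and fell in 24H (-3.55, the paper's qRT-PCR -3.97). The qRT-PCR values were relative to EF1A, and in the sequencing data ef1a had FC 1.02 in 10H and 1.87 (1.86 to 1.88) in 24H.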

### Determination of PCP concentration

A previous study showed that the actual toxicant concentrations decreased sharply upon exposure in a polystyrene microplate^10^. Hence, the actual nominal concentration of an initial 200 μg/l PCP dose was determined at the beginning and end of the exposure period using chromatography (Table 3). The measured concentration at the end of the exposure was 112.57 ± 2.95 μg/l, which was slightly higher than the half-nominal concentration. This actual value could be observed in extreme conditions in the actual environment after degradation/absorption^2^, indicating that our study had some ecological significance.

## Discussion

The affected processes used to construct a mechanical framework should meet the following requirements: (1) they are supported by some relevant and statistically significant terms at both time points and (2) the involved significant genes or gene families are necessary for the biological process. Based on these criteria, metabolism, transmembrane transporter, and organogenesis were the main components of the framework.

### Affected energy metabolism-associated events

The role of energy is extremely fundamental to biological metabolism. Although OXPHOS provides approximately 90% of the energy, glycolysis has the advantage of generating energy rapidly and is efficient under some situations^11^. PCP exposure significantly affected glycolysis, OXPHOS, and their downstream carbohydrate, amino acid, and lipid metabolism pathways.

#### Glycolysis and hypoxia

The unusual activities of genes in the glycolysis and subsequent lactate fermentation pathways were the most remarkable characteristics of the zebrafish transcriptome, particularly in the 10H group, and were quite similar to those of the 8 hpf transcriptome in our previous study^5^. Both high-dose short-term and low-dose long-term exposure induced glycolysis activity but affected different genes. 

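Of 28 measured glycolysis genes, 10 rose and 2 fell in 10H, against 1 that rose of 27 in 10L. At 24 hpf, 3 of 31 rose and 3 fell in 24L, and 7 rose and 8 fell in 24H. The counts were the same when adjusted over all genes and when adjusted over the list alone. The genes that rose at 24 hpf were partly others than at 10 hpf: aldoaa, a muscle aldolase gene, had FC 2.43 (2.39 to 2.48) in 24L and 4.09 (4.03 to 4.16) in 24H. The liver isozyme gene of pyruvate kinase, pklr, fell at both ages at the high dose, with FC 0.419 (0.323 to 0.539) in 10H and 0.465 (0.443 to 0.488) in 24H.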

Most of the glycolytic genes, e.g., *gapdhs, eno1a, pfkfb3, aldocb*, and *ldha*, were highly active in the 10H group (Table S5) but were restored to their normal levels at 24 hpf. In contrast, some of the other glycolytic genes, e.g., *aldob, pfkma*, and *gpia*, were upregulated at 24 hpf. 

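The glyceraldehyde-3-phosphate dehydrogenase gene gapdhs had FC 76.2 (61.6 to 95.4) in 10H and the enolase gene eno1 64.2 (47.0 to 90.1). The phosphofructokinase activator pfkfb3 had 16.9 (14.6 to 19.7) and the aldolase aldocb 12.6 (9.88 to 16.2), and pgk1, the next enzyme after gapdhs, had 2.78 (2.52 to 3.06). At 24 hpf, the FCs of the same genes in 24H were 3.35 (3.24 to 3.45) for gapdhs, 2.49 (2.38 to 2.60) for eno1, 5.29 (4.46 to 6.32) for pfkfb3 and 2.25 (2.13 to 2.37) for aldocb, all of which passed the thresholds, and 1.11 for pgk1, which did not. In 24L, pfkfb3 rose (FC 2.60, 2.15 to 3.15), and gapdhs and eno1 had 1.42 and 2.00 (1.90 to 2.1) without passing.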

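The glucose-6-phosphate isomerase gene gpia rose in both 24 hpf groups, with FC 3.29 (3.13 to 3.45) in 24L and 4.59 (4.38 to 4.81) in 24H, and also in 10H with 3.25 (3.01 to 3.50). The muscle phosphofructokinase gene pfkma fell, with FC 0.390 (0.317 to 0.478) in 24L and 0.0671 (0.0439 to 0.0988) in 24H. Its paralog pfkmb had FC 0.0526 (0.0379 to 0.0714) and the muscle phosphoglycerate mutase pgam2 0.128 in 24H. The triosephosphate isomerase gene tpi1a fell in both groups as well, with FC 0.498 and 0.191.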

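The lactate dehydrogenase gene ldha had FC 9.55 (8.63 to 10.6) in 10H, 1.41 in 24L and 0.999 (0.964 to 1.04) in 24H. The pyruvate kinase gene pkma, listed as pkm2a, had 2.13 (1.81 to 2.52) in 10H, and in the other groups it had 0.991 (10L), 1.06 (24L) and 0.769 (24H, 0.714 to 0.828), none of which passed. A second lactate dehydrogenase gene, ldhbb, also rose in 10H, with FC 2.34.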

Two key genes that were treated as indicators of the Warburg effect, *ldha* and *pkma*, were only induced in the 10H group, suggesting that glycolysis may lead to potentially different consequences at the two stages.

Hypoxia and its core indicator, hypoxia-inducible factor-1α (HIF1α), were highly correlated with the glycolytic process. Even in aerobic glycolysis, in which the oxygen supply was adequate, HIF1α expression fluctuated abnormally^12^. In addition to the glycolytic genes, most of the top 10 upregulated genes in the 10H group, such as *egln3, egln2, slc2a3b*, and *igfbp1a*, were thought to respond to cellular hypoxia. For example, *igfbp1* overexpression was strongly induced by HIF1α and delayed zebrafish development^13^. Nevertheless, HIF1α expression itself remained fairly stable throughout the process, similar to that at 8 hpf^5^, and was even downregulated in the 24H group.

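The prolyl hydroxylase gene egln3 had FC 97.1 (77.9 to 123) in 10H, and it rose in the other groups too, with 3.87 (3.03 to 4.99) in 10L, 6.53 (5.84 to 7.32) in 24L and 9.62 (8.63 to 10.7) in 24H. The gene given as egln2, listed as LOC559569, had 42.7 (31.1 to 60.3) in 10H, 4.97 (3.53 to 7.17) in 10L and 2.02 (1.77 to 2.32) in 24L, and 1.58 (1.38 to 1.82) in 24H without passing. The growth factor binding protein gene igfbp1a had FC 37.8 (27.4 to 53.6) in 10H and 11.9 (10.7 to 13.3) in 24H. The glucose transporter gene slc2a3b, listed as LOC100330897, went from 1 to 42 reads in 10H, FC 42.1 (7.15 to 1701). Of the 33 measured genes of a list of hypoxia response genes, 12 rose in 10H and none fell, among them p4ha1b, which hydroxylates collagen (FC 9.70, 9.12 to 10.3), and ankrd37 (12.6, 11.2 to 14.3). The same list had 7 of 34 genes that rose and 1 that fell in 24L, and 12 of 35 that rose and 3 that fell in 24H. Adjusted over all genes or adjusted over the list alone, these counts stayed the same.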

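The HIF1α gene hif1ab had FC 1.1 (1.06 to 1.14) in 10H, 1.06 in 24L and 1.53 (1.47 to 1.60) in 24H, and hif1al, a related gene, had 1.42, 1.16 and 1.96 (1.92 to 2.01). None of these passed the thresholds. The genes hif1aa and hif1al2, which had far fewer reads, fell in 24H, from 46 to 17 reads with FC 0.298 (0.160 to 0.529) and from 410 to 17 reads with 0.0334 (0.0193 to 0.0542). The HIF2α gene epas1a rose there, with FC 2.47 (2.37 to 2.57). The paper proposes that the high expression of the prolyl hydroxylase genes may have affected HIF1α, and calls the roles of these enzymes controversial.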

In light of the present knowledge, HIF1α may have been affected by the continuous, high expression of *egln3* and *egln2*. These two transcripts encoded prolyl hydroxylase domain enzymes (PHDs) 3 and 2, respectively, which could be induced by hypoxia and then destabilize and degrade the HIF1α protein^14^. The restricted HIF1α expression may protect the zebrafish embryos from severe hypoxia in this experiment, although the actual roles of PHDs remain controversial. However, a dilemma of why the HIF1α-induced genes could be activated in the absence of HIF1α activation emerged, and it lacked a convincing explanation.

#### OXPHOS

Traditionally, PCP has been recognized as a typical OXPHOS uncoupler. However, PCP exposure resulted in significant (24H) or mild (10H) inhibition of the embryonic OXPHOS, electron transport chain (ETC), and proton transport processes (Table S5). 

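Of 60 measured nuclear genes for subunits of the respiratory chain and ATP synthase, 26 fell and none rose in 24H, while 4 of 61 fell and 2 rose in 10H, and 1 rose and 1 fell of 60 in 24L. By complex, 11 of 24 subunits of complex I fell in 24H, 2 of 5 of complex II, 2 of 9 of complex III, 3 of 10 of complex IV and 8 of 12 of ATP synthase. The ATP synthase gene atp5ia had FC 0.184 (0.174 to 0.195) in 24H and 0.334 (0.318 to 0.350) in 24L, and atp5j had 0.232 (0.222 to 0.241) in 24H. The cytochrome c oxidase gene cox7a2 had FC 0.252 (0.242 to 0.262) and cox7c 0.263 (0.254 to 0.272). In 10H the falls were in atp5l (FC 0.391, 0.369 to 0.415), atp5f1 (0.459, 0.441 to 0.477), ndufb10 (0.480) and atp5h (0.485, 0.459 to 0.513). The counts were the same adjusted over all genes and adjusted over the list alone. As a share of all reads the list held 0.620% in 10C, 1.09% in 24C and 0.534% in 24H. The fall in 24H thus does not separate a change in these genes from a younger stage.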

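The complex II gene sdhc, which encodes a membrane anchor, had FC 0.455 (0.435 to 0.475) in 24H, and sdhdb, the other anchor, had 0.347 (0.329 to 0.367). In 10H the same genes had 0.595 and 0.587, which did not pass, and sdhc had 0.817 in 24L. The flavoprotein gene sdha had FC 0.966 (0.928 to 1.01) in 24H and 0.854 in 10H, and the iron-sulfur subunit gene sdhb had 0.572 (0.547 to 0.597) and 0.683, none past the thresholds. The paralog sdhda had 14 reads in 24C and 18 in 24H, so a 2-fold change was not detectable at this depth (FC 1.04, 0.487 to 2.25).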

We noticed that in complex II, an alternative of complex I that shares part of the ETC and the citric acid cycle, two hydrophobic subunits, *sdhc* and *sdhd*, which transferred the electrons to ubiquinone (coenzyme Q10), were downregulated after exposure, while two hydrophilic subunits, *sdha* and *sdhb*, which have no Q10 pool, were unaffected. The extensive therapeutic roles of Q10 in cancer, male infertility, heart failure, and other pathologies have been highlighted recently^15^,^16^,^17^, findings that may indicate underlying correlations between metabolism and chemical toxicity/diseases. 

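In 10H the median log2 FC of the glycolysis list was 0.76 and that of the hypoxia response list 0.82, both higher than all of the random lists, while that of the nuclear OXPHOS genes was -0.56, lower than all of them. By 24 hpf the medians in 24H were -0.32 for glycolysis, 0.56 for hypoxia response and -0.93 for OXPHOS, at percentiles 3.30, 99.9 and 0 of the random lists. In 24L they were 0.04, 0.24 and -0.32. The 68 measured ribosomal protein genes, none of them past the thresholds, had a median of -0.53 in 10H.

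**Figure D1:**
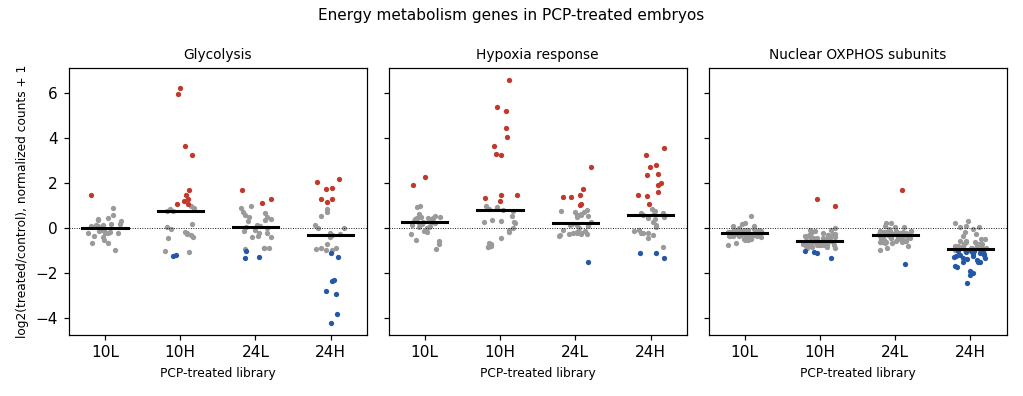
Log2 FC of each measured gene of the glycolysis, hypoxia response and nuclear OXPHOS lists (vertical axis) in the 4 treated groups. Red points rose, blue points fell, grey points did not pass the thresholds, the black bar is the median of the list and the dotted line marks 0; in 10H the medians are 0.76, 0.82 and -0.56.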

OXPHOS often opposes glycolysis and hypoxia/HIF1α, particularly in cancer studies^18^,^19^; however, in our experiments, they were not strongly correlated.

#### Retinoid metabolism

Similar to a “bagman”, retinoids exhibited complicated relations with energy metabolism and the subsequent metabolic events. The metabolism, binding and signaling of retinoids were crucial, particularly for facial and cephalic morphogenesis, visual perception, and somitogenesis^20^,^21^. Retinoic acid, a crucial maternal signal, was primarily regulated by retinaldehyde dehydrogenases (RALDHs) and one of the cytochrome P450 isoforms, CYP26A1^20^. 

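Most genes for retinol-binding proteins fell at the high dose at both ages. Of 6 measured retinol-binding protein genes, 5 fell in 10H and 4 in 24H. The intestinal retinol carrier gene rbp2a had FC 0.224 (0.142 to 0.342) in 10H and 0.165 (0.147 to 0.186) in 24H. Its paralog rbp2b went from 28 reads to 0 in 10H, at least 9.32-fold lower, and had 0.210 (0.186 to 0.236) in 24L and 0.0615 (0.0506 to 0.0742) in 24H. The gene for the carrier of retinol in blood, rbp4, had 0.292 (0.227 to 0.373) in 10H and 0.302 (0.297 to 0.307) in 24H. Of 4 genes for cellular retinoic acid-binding proteins, 3 fell in 24H, such as crabp1b with 0.193 (0.173 to 0.216). In 10H crabp2a had 0.324 (0.304 to 0.345), and crabp2b rose with 2.34 (2.29 to 2.39).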

As shown in Table S6, PCP disrupted retinoid binding at both 10 and 24 hpf. 

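At 24 hpf, 3 of 4 retinoic acid receptor genes rose in 24H: rarab had FC 2.99 (2.83 to 3.17), rargb 2.91 (2.18 to 3.95) and raraa 2.02 (1.88 to 2.17). Of 6 retinoid X receptor genes 2 rose, rxrab with 2.61 (1.76 to 3.95) and rxrgb with 2.56 (2.25 to 2.93), and 1 fell. None of 3 measured retinaldehyde dehydrogenase genes passed in 24H, where aldh8a1 had 0.949, but aldh8a1 fell in 10H with 0.270 (0.194 to 0.370). The enzyme gene cyp26a1, which inactivates retinoic acid, had FC 2.19 (2.13 to 2.25) in 10H, 1.1 in 24L and 4.25 (4.00 to 4.52) in 24H. Its hindbrain paralog cyp26c1 had 0.292 (0.267 to 0.318) in 10H. Over the whole list of retinoic acid pathway genes, 3 of 29 rose and 10 fell in 10H, 3 of 33 fell in 24L, and 9 of 33 rose and 9 fell in 24H, with the same counts adjusted over the list alone.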

The affected families were retinol-binding proteins, cellular retinoic acid-binding proteins, RALDHs (at 10 & 24 hpf), RA receptors (RARs), and retinoid X receptors (RXRs) (at 24 hpf). *cyp26a1* upregulation (FC = 4.25 in the 24H group) echoed the alterations of the RARs/RXRs, suggesting that PCP has the potential to disrupt the entire retinoic acid signaling pathway.

### Changes in the embryonic electrophysiological transport processes

Taking humans as an example, approximately 10% of all genes are transporter related, which is consistent with their biological significance in maintaining the homeostasis of the organism^22^. Both the cargo they carried and the proteins themselves were useful for determining the underlying mechanism. In this test, the results of GO and KEGG pathway analyses highlighted the importance of the transmembrane transport processes in response to PCP exposure (Table S7).

#### Solute carrier family

Some members of the solute carrier (SLC) family were consistently altered from 10 to 24 hpf. 

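Of 207 measured solute carrier genes, 18 rose and 15 fell in 10H (18 and 14 when adjusted over all genes, 18 and 15 when adjusted over the list alone). In 24H, 45 of 234 rose and 38 fell (44 and 38 over all genes, 45 and 38 adjusted over the list alone). The low dose moved few: 8 of 209 rose and 6 fell in 10L (7 and 4 adjusted over the list alone), and 9 of 237 rose and 11 fell in 24L (9 and 10 adjusted over the list alone). Some were called at both ages in the same direction, such as slc16a9b, a monocarboxylate carrier gene, with FC 4.04 (3.77 to 4.33) in 10H and 5.43 in 24H. The pigment cell exchanger gene slc24a5 (FC 0.0842 in 24H) and slc32a1, the vesicular GABA transporter gene (0.165), were among those that fell at 24 hpf.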

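The red cell anion exchanger gene slc4a1a had FC 0.194 (0.131 to 0.279) in 10H, 0.461 in 10L and 0.0596 (0.0560 to 0.0633) in 24H, and 0.790 in 24L without passing. The carrier gene slc16a9a rose at the high dose at both ages, with FC 20.2 (12.0 to 36.5) in 10H and 7.80 (5.89 to 10.5) in 24H. The transcript LOC100150452 went from 6 to 222 reads in 10H, FC 37.1 (16.8 to 102), and had 1.46 in 24H.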

Three members, *slc4a1a, slc16a9a* and *LOC100150452*, were the primary differentially expressed genes in the 10H group. The last two were upregulated and likely regulated carnitine and creatine transport^23^,^24^, both of which are critical metabolic agents that participate in ATP production and cellular energy homeostasis^25^. Slc4a1a encodes the Band 3 anion transport protein, the primary Cl-HCO_3_ exchanger that regulates intracellular pH and chloride levels and that is downregulated in various cancer tissues^26^. Slc38a3 exhibited the highest expression levels among the dozens of altered genes in the 24H group, and its increased expression correlated with potassium restriction and metabolic acidification^27^. 

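The glutamine transporter gene slc38a3 rose in both 24 hpf groups, with FC 2.5 (2.4 to 2.61) in 24L and 6.83 (6.57 to 7.10) in 24H. Its normalized count was 3103 in 24C and 21190 in 24H. The median of the higher normalized count over the solute carriers called in 24H was 445. The amino acid transporter gene slc43a2b, chosen after its values were seen, stood higher, at 12779 in 24C and 54460 in 24H.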

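The ADP/ATP carrier gene slc25a4 fell from 4716 reads in 24C to 23 in 24H, FC 0.00393 (0.00249 to 0.00590), and had 0.264 (0.249 to 0.281) in 24L. The phosphate-linked carrier gene slc25a25a had FC 0.154 (0.141 to 0.169) in 24H and 0.421 in 10H. The glycine carrier gene slc25a38a, which serves heme synthesis, went the other way at 24 hpf, with 4.60 in 24L and 9.59 (7.59 to 12.3) in 24H, after 0.471 (0.297 to 0.732) in 10H. Of all 39 measured mitochondrial carriers of the family, 3 rose and 5 fell in 24H, 1 rose and 2 fell in 24L, and in 10H 2 of 37 rose and 3 fell, with the same counts adjusted over the list alone.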

A conspicuous cluster in the 24H group included three transcripts from the SLC25 family, *slc25a4, slc25a25a*, and *slc25a38a*. The SLC25 family is known to be associated with mitochondrial and cytosolic metabolism, along with subsequent physiological processes, such as OXPHOS and gluconeogenesis^28^. Among them, SLC25A4 and SLC25A25, which transport ATP and phosphate, respectively, were significantly inhibited by PCP treatment. Most of the remaining genes were involved in amino acid transport.

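Single genes for amino acid transporters of the plasma membrane went both ways in 24H. The cationic amino acid transporter gene slc7a3 had FC 7.74 (7.19 to 8.35) and slc7a10, a transporter of small neutral amino acids, 5.89 (4.78 to 7.32). The gene given as slc7a8b, listed as LOC100007990, went from 2 to 235 reads, FC 94.7 (25.9 to 786). The glutamate transporter gene slc1a3b of glial cells fell, with FC 0.0647 (0.0377 to 0.105). Among carriers of other cargo, the gene given as slc22a5, listed as LOC100000685, had FC 31.8 (19.1 to 57.3) in 24L and 60.8 (36.7 to 109) in 24H.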

#### Ion channels and synaptic transmission

The role of ion channels in early vertebrate development has been broadly described. However, other studies have already demonstrated the crucial functions of ion channels and pumps in early embryonic morphogenesis and hatching^29^,^30^,^31^. Here, we observed that PCP treatment influenced the genes encoding cation channels, including potassium, sodium, and calcium channels. Most of these channels were voltage-gated channels, with the exception of the partial potassium channels, which are “inwardly rectifying channels”. 

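Of 52 measured cation channel genes, 11 rose and 4 fell in 10H (11 and 3 adjusted over the list alone), and of 85 measured in 24H, 12 rose and 27 fell, with the same counts adjusted over the list alone. In 24H, 6 of 40 potassium channel genes rose and 12 fell, 4 of 25 calcium channel genes rose and 7 fell, and 1 of 13 sodium channel genes rose and 6 fell. The pacemaker channel gene hcn2 had FC 0.340 in 10H and 3.35 in 24H. The muscle calcium channel gene cacna1sa had 0.0948 in 24H, and the sodium channel genes scn1ba and scn8ab of neurons had 0.345 (0.296 to 0.402) and 0.420. The low dose moved 6 of 52 channel genes up and 3 down in 10L (3 and 0 adjusted over the list alone), and 3 of 89 up and 5 down in 24L.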

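The calcium channel gene cacna1fb, listed as cacna1f, went from 23 to 101 reads in 10H, FC 4.40 (2.78 to 7.25), and from 12 to 161 reads in 24H, FC 10.8 (6.02 to 21.4). Over the cation channel genes called in 24H, the median of the higher normalized count was 93.1. The channel genes with the highest normalized counts among those called there were cacnb4b with 881, hcn2 with 843 and kcnk5 with 621. The same median in 10H was 24.2 for channels and 77.8 for solute carriers. The inward rectifier gene kcnj13, which acts in pigment cells and epithelia, was the most expressed channel called in 10H, with a normalized count of 799 and FC 2.87 (2.5 to 3.32).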

Compared with the expression levels of the SLCs, the expression levels of the ion channels were relatively lower, except for *cacna1fb*, which was expressed at 10-fold higher levels than the other members. This gene participates in signal transmission in synaptogenesis and synaptic connectivity in the retina^32^ and skeletal muscle^33^. In contrast, *kcnk5* and *kcnh2* are mainly expressed in the kidney and heart, respectively^34^,^35^. 

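The potassium leak channel gene kcnk5 had FC 2.2 (1.91 to 2.54) in 24H and 1.39 in 10H, the latter not past the thresholds. The heart channel gene kcnh2 went from 26 to 2 reads in 10H, FC 0.0771 (0.00886 to 0.308), and had 1.01 in 24H. The related leak channel gene kcnk1 rose in 24H with FC 2.46.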

PCP also disrupted two members of the degenerin/epithelial Na^+^ channel family, *accn1* and *accn5*; the latter is a bile acid-sensitive subunit^36^.

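The gene accn1, which encodes an acid-sensing channel, had FC 1.2 in 24H, 1.61 (1.19 to 2.18) in 24L, 0.710 in 10H and 0.544 in 10L, and passed the thresholds in none of them. Of 6 measured genes for acid-sensing channels, 2 fell and none rose in 24H, and none of 4 passed in 10H. No entry of the table could be matched to accn5.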

Two key functions of ion channels are to assemble and to regulate neurotransmitter (NT) receptors. Therefore, as expected, our enrichment analysis obtained various NT-related terms, including glutamatergic, serotonergic, dopaminergic, cholinergic, and GABAergic synapses. In addition to ion channels, AMPA receptors (AMPARs), a type of ionotropic glutamate receptor, were affected by PCP exposure. 

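All 3 measured AMPA receptor genes rose in 10H. The gene gria4b went from 5 to 48 reads, FC 9.62 (3.85 to 31.0), gria2a had 3.17 (2.53 to 4.01) and gria1a 2.18 (1.48 to 3.28). At 24 hpf 8 receptor genes were measured, and 3 fell in 24H: gria2b with FC 0.168 (0.0982 to 0.274), gria3a with 0.369 (0.277 to 0.487) and gria4b with 0.454. None of the 8 passed in 24L. Adjusted over the list alone the counts were the same.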

Physiological and pharmacological studies have demonstrated that AMPARs participate in the development of mammalian and zebrafish central nervous systems^37^. These features also suggested that the neurobehavioral effect could be regarded as a marker for PCP’s developmental toxicity.

#### ATP-binding cassette importers and exporters

The ATP-binding cassette (ABC) transporter family includes transmembrane proteins that pump exogenous toxicants and drugs out of the cell and that act as a barrier. 

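Of 34 measured ABC transporter genes, 4 rose and 1 fell in 24L, and of 33 measured in 24H, 7 rose and 9 fell, with the same counts adjusted over the list alone. In 24L, abcc2, an exporter of conjugated compounds, had FC 2.79 (2.64 to 2.96) and abca12, a lipid transporter of the epidermis, 2.35 (2.24 to 2.48). The gene given as abcc12, listed as LOC568482, went from 31 to 74 reads, FC 2.3 (1.49 to 3.62). The gene abcg8 had FC 0.887 (0.481 to 1.63) and abcg2a 1.25 (1.01 to 1.54) in 24L, and neither passed. In 24H, abcc2 rose to 5.73 (5.43 to 6.05), and abcc8, a subunit of ATP-sensitive potassium channels, fell to 0.115 (0.0622 to 0.199).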

In our test, many family members, including *abcb11a, abcg2a, abcg8, abcc12*, and the pathway term *ABC transporters* were the most significantly altered in the 24L group. Zebrafish lack the ABCB1/P-glycoprotein, the major xenobiotic efflux pump in human and rodents. Its physiological roles are executed by the homologs ABCB4 and ABCB5^38^, thus demonstrating that *abcb5* was upregulated and reflecting the stress due to PCP exposure. However, the most impressive representation was from *abcb11* (also known as BSEP/SPGP), which exhibited a 27.21-fold change in the 24H group. 

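The gene abcb5 had FC 4.1 (3.86 to 4.37) in 24H, 1.93 (1.80 to 2.07) in 24L and 1.34 in 10H, of which the 24H value passed the thresholds. The gene abcb4 had 4 reads in 24C and 4 in 24H, too few to detect a change.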

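The bile salt pump gene abcb11a went from 355 reads in 24C to 11992 in 24H, FC 27.2 (24.5 to 30.3), and had 6.21 (5.55 to 6.97) in 24L. At 10 hpf it fell in the high-dose embryos, with FC 0.421 (0.395 to 0.450), and had 1.65 in 10L without passing. The cholesterol exporter gene abca1b rose in 24H with FC 2.11.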

Although the existing research in human cell lines showed that ABCB11 was rarely involved in xenobiotic metabolism^39^, our result was consistent with the significant upregulation of the *abcb11* gene after perfluorooctane sulfonate exposure^40^, suggesting that this exporter of endogenous substances has a certain role in exogenous exposure. Likewise, abcg2/BCRP, which is a high-capacity urate exporter^41^, was essential for the disposition and excretion of xenobiotics in rainbow trout^42^.

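The gene abcg2a had FC 2.65 (2.05 to 3.46) in 10H and 2.37 (1.98 to 2.85) in 24H, both past the thresholds. The sterol transporter gene abcg8 went the other way, from 14 reads to 3 in 10H, FC 0.215 (0.0396 to 0.769), and from 25 to 12 in 24H, FC 0.387 (0.177 to 0.799).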

### Effects on segmentation stages of zebrafish morphogenesis

Zebrafish embryos gradually become a complex organism after 14 h of segmentation stages mainly via the mesodermal differentiation and anteroposterior axis establishment. The rudiments of some primary organs form, including myotome/sclerotome (from somite), pronephros, neurula (which mature further into the brain, eye, and ear), and heart^6^. Although most of these tissues were influenced by PCP, two of the developmental events, somitogenesis and lens formation, were the most significant and, therefore, are discussed here.

#### Somitogenesis

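Of 43 measured genes of the segmentation clock and presomitic mesoderm, 16 rose and 1 fell in 24L (15 and 1 adjusted over all genes, 16 and 1 adjusted over the list alone). In 24H, 28 of 45 rose and 7 fell under each adjustment, and the median log2 FC was 1.93, higher than all of the random lists. The T-box gene tbx16, which drives cells into the presomitic mesoderm, had FC 5.93 in 24L and 85.6 (58.3 to 131) in 24H, and tbx24, needed for somite boundaries, 7.07 (5.42 to 9.35) and 64.3 (50.2 to 83.9). At 10 hpf 4 of 45 rose and 4 fell in 10H, and none passed in 10L. As a share of all reads the list held 0.138% in 24C, 0.114% in 24L and 0.208% in 24H. The genes that fell in 24H included her13 (FC 0.174) and her15 (0.376), members of the Hairy family.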

Somitogenesis (the formation of somites from the mesoderm along the anteroposterior axis) is the most characteristic feature of the segmentation stage and was seriously affected by PCP (Table S8). The Mesp and Hairy protein families have central roles in this event^43^. 

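The oscillating gene her1 had FC 17.7 (7.33 to 55.9) in 24L and rose from 5 to 853 reads in 24H, FC 137 (58.7 to 424), with 1.48 in 10H. Its partner her7 had FC 3.08 (1.48 to 7.04) in 24L and 42.9 (23.1 to 89.9) in 24H. The gene mespa, listed by the paper as mespaa, had 2.70 (2.3 to 3.18) in 10H, 6.75 (2.36 to 26.5) in 24L and 99.3 (38.5 to 366) in 24H. The entry LOC100535991, which holds the values that the paper gives for mespab, had 2.07 (1.84 to 2.32) in 10H and went from 2 to 517 reads in 24H, FC 208 (57.4 to 1724). The presomitic regulator msgn1 had FC 1.1 in 10H, 8.58 (6.69 to 11.2) in 24L and 80.4 (63.5 to 103) in 24H.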

Their members, including *mespaa, mespab, her1*, and *msgn1*, showed moderate changes at 10 hpf and vigorous upregulation at 24 hpf. 

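In control embryos these genes were more strongly expressed at 10 hpf than at 24 hpf. Reads for her1 went from 1677 in 10C to 5 in 24C, for msgn1 from 19880 to 70, for mespa from 211 to 4 and for tbx16 from 5050 to 26. Reads for the same genes in 24H lay between those of the control embryos at the 2 ages for her1 and msgn1, and above both for mespa, which had 493.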

The oscillations in the expression levels of these genes in the pre-somitic mesoderm, the so-called “Clock and Wavefront mechanism”^44^,^45^, were maintained during segmentation; however, in general, their expression levels exhibited a decreasing trend. Therefore, their upregulation implied a delay of developmental progress and likely affected the subsequent formation of bones and muscles. 

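The 24H embryos resembled the younger control embryos across the transcriptome. Of the 6012 genes called in 24H, 69.6% changed in the direction of 10C as compared with 24L, a library they do not share. These were 57.8% of the genes that rose and 78.1% of those that fell. Of 17082 genes with at least 10 reads on average, 48.4% were higher in 10C than in 24L, which is a base for the genes that rose only. Across genes, the log2 FC of 24H had a Pearson correlation of 0.565 with the log2 ratio of 10C over 24C. Since that ratio shares the 24C library, the log2 ratio of 10C over 24L, which shares none, was used as well, and gave 0.403 and a Spearman correlation of 0.316. In simulated unchanged libraries the corresponding Pearson correlations were at most 0.199 and 0.00271. For 24L the correlation was 0.340 with 10C over 24C and -0.0559 with 10C over 24H. Of its called genes, 46.2% (35.0% of those that rose and 55.6% of those that fell) changed in the direction of 10C as compared with 24H. Of all genes, 48.0% were higher in 10C than in 24H. Comparisons of 24L with 24H are pulled down by the changes that the 2 share. Lists of differentiated tissue went different ways in 24H: of 38 measured skeletal muscle genes, 21 fell and 5 rose, whereas of 19 genes of the epidermis and periderm 7 rose and 2 fell, the same adjusted over the list alone. From the upregulation of the somite genes, whose expression normally declines, the paper reasons that development was delayed.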

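The tail bud signal gene wnt3a had FC 2.18 (1.72 to 2.77) in 10H, 2.27 (1.78 to 2.90) in 24L and 2.32 (1.83 to 2.95) in 24H. The gene fgf8a had FC 5.63 (5.06 to 6.29) in 24H, and 1.29 in 24L and 0.669 in 10H without passing. A second FGF gene, fgf3, fell in 10H with 0.386, and the Wnt target sp5l rose there with 2.3.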

Because somitogenesis was accurately regulated by the competition between Wnt/Fgf signals and RA signals, the evidence supporting this hypothesis was that *wnt3a, fgf8a*, while *cyp26a1* (the gene encoding an enzyme to metabolize RA into bio-inactive form of retinoids) were upregulated.

#### Eye lens and other sensory organs

Zebrafish eyes were clearly recognizable in the embryonic head at 24 hpf, and the development of the visual system was likely considered a representative response to xenobiotics during early development. The most downregulated GO MF term in both 24 hpf groups was *structural constituent of eye lens*, composed of members encoding the crystalline-family proteins, which are the essential components of the eye lens. 

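Of 33 measured genes with the symbol of a crystallin, 28 fell and 1 rose in 24L (27 and 1 adjusted over all genes, 28 and 1 adjusted over the list alone), and in 24H 29 of 32 fell and 1 rose under each adjustment. The 3 γM-crystallin entries that the paper tabulates and that bear other symbols all fell in both groups. With them, crystallins held 0.213% of the reads in 24C, 0.0565% in 24L and 0.00314% in 24H. In the younger control 10C they held 0.00107%, so these falls do not separate a change in the lens from a younger stage. Other lens genes fell as well, such as mipa and mipb, the aquaporin genes of lens fibres, with FC 0.00887 (0.00597 to 0.0127) and 0.00697 (0.00370 to 0.0120) in 24H and 0.301 and 0.173 in 24L. Of 10 measured lens genes other than crystallins, 4 fell in 24L, and of 9 measured in 24H, 5 fell and 1 rose.

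**Figure D2:**
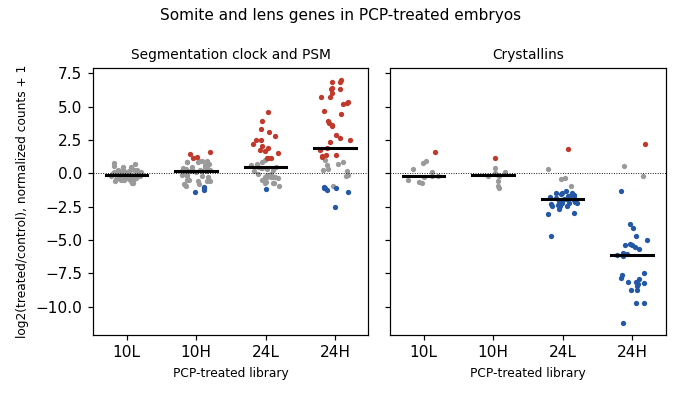
Log2 FC of each measured gene of the segmentation clock and presomitic mesoderm list and of the crystallin list (vertical axis) in the 4 treated groups. Red points rose, blue points fell, grey points did not pass the thresholds, the black bar is the median of the list and the dotted line marks 0; in 24L the crystallin median is -1.89 and the clock median 0.46.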

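The γM-crystallins with such a symbol fell together, with 17 of 17 measured in 24L (16 adjusted over all genes, 17 adjusted over the list alone) and 16 of 16 in 24H. The γM gene crygm2d10 had FC 0.232 in 24L and 0.00297 (0.00182 to 0.00460) in 24H, and crygm2d3 had 0.211 (0.191 to 0.233) in 24L. Of 11 measured β-crystallin genes, 9 fell and 1 rose in 24L, and 10 fell and 1 rose in 24H. Among them, cryba2b had 0.314 (0.300 to 0.330) in 24L and 0.0237 (0.0205 to 0.0273) in 24H, and cryba1b had 0.0198 (0.0166 to 0.0235) in 24H. The exception was crybb3, which rose from 17 to 100 reads in 24H, FC 4.74 (2.82 to 8.46).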

Crystallins could be classified into the α-, β-, and γ-subfamilies, and PCP primarily influenced the β- and γ-crystallins (Table S9). This phenomenon could be explained by the fact that α-crystallin accounts for less than 1% of the crystallins in larvae prior to 10 days post-fertilization (dpf)^46^. 

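In the control embryos at 24 hpf, α-crystallin genes held 0.223% (0.193% to 0.257%, Clopper-Pearson) of the 86068 crystallin reads. The gene cryaa fell in both treated groups, from 177 reads in 24C to 38 in 24L, FC 0.207 (0.142 to 0.295), and with 0.0546 (0.0277 to 0.0978) in 24H. Of the 2 measured α-crystallin genes it was the one that passed.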

Meanwhile, the γM-crystallins, which are essential for underwater vision, were the most abundant subunits^47^. 

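Of the crystallin reads in 24C, 43.7% (43.4% to 44.0%) came from γM-crystallins and 50.3% (49.9% to 50.6%) from β-crystallins. The γM share was 34.4% in 24L and 7.29% in 24H, and the β share 58.8% and 80.8%. These shares include the γM entries LOC799807, LOC100329887 and LOC569000, added after the values were seen.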

The embryonic ocular lens is responsible for focusing on objects at different distances and protecting the eye from ultraviolet light; it enlarges from 24 to 72 hpf in zebrafish^48^. Therefore, damage to the lens could likely encumber subsequent eye development.

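Of 13 measured eye field and retina genes, 3 fell and none rose in the 10H embryos. The eye morphogenesis gene mab21l2 had FC 0.0276 (0.0125 to 0.0530), the eye field gene rx3 0.461 (0.434 to 0.491), and rx2 went from 21 to 4 reads with 0.191. Of the eye and brain regulators on other lists, pax6a had 0.0926 (0.0679 to 0.124). The lens regulators pitx3 and mafba had 0.236 (0.199 to 0.278) and 0.174 (0.150 to 0.201). For the ear, atoh1b, which starts hair cell formation, had FC 0.0352. At 24 hpf members of the eye list went both ways in 24H, where rx3 had 3.88 and atoh7, given above, fell. The lens regulator mafba had 4.09 there. In 10L, 2 of the 13 eye field and retina genes rose and none fell, and the count in each group was the same adjusted over the list alone.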

Even as early as 10 hpf, the enrichment analysis identified abnormally expressed genes in the eye, the ear, and the olfactory system. Photoreceptor cell morphogenesis was interrupted by BDE47 in 6 dpf zebrafish larvae in our previous study^49^. These facts reminded us that environmental pollution can cause remarkable damage to the eyes and other sensory organs of fish. The senses, particularly vision, guide most larval and adult behaviors; therefore, their impaired functions may have profound impacts on fish survival and reproduction in real ecosystems.

### Systematic views of developmental toxicity

Explaining the massive data obtained from the high-throughput tests has become the greatest bottleneck in -omics fields. It is impossible for all of the existing enrichment terminologies to connect cross-category events, although inextricable links, such as glycolysis and hypoxia, have been identified between them. This reason might contribute to why the action mechanism of pollutants could not be clarified by enrichment analysis alone and why we proposed a hypothetical framework to understand the toxic mechanism.

A basic setting for the framework is that the biological events that are most heavily affected are also indicators for PCP exposure. From a systematic viewpoint, we tended to focus on embryonic toxicological phenomena that are derived from abnormal energy metabolism, because of their consistent performance during 8–10 hpf and because of their profound consequences. In addition to the ATP outcomes, OXPHOS influenced the cellular membrane potential, and glycolysis affected other downstream metabolic pathways through lactate/pyruvate and altered cellular acidity. These metabolic events also had inherent connections with cellular oxygen and hypoxia. The changes in glycolysis/carbohydrate metabolism have also been observed in large toxicological studies^50^,^51^,^52^ but have rarely been investigated. The subsequent physiological conditions further influenced transmembrane transport. pH controls, enhances or inhibits many members of SLC and ABC transporter families, and ATP/ADP modulates the K currents from the voltage-gated potassium channels^53^. The metabolic products of glycolysis are known to be essential for subsequent metabolic pathways, such as lipid and amino acid metabolism.

At 24 hpf, the embryos have sufficiently matured to display morphological features. Thus, the toxic effects on organ formation could be the extrinsic and terminal parts of the framework. Moreover, the impacts of PCP on zebrafish organogenesis seemed to be associated with retinoid actions. Retinoids have two main active forms: all-*trans* retinoic acid and 11-*cis* retinal. Given the roles of retinoic acid signaling in somitogenesis (antagonist) and eye development (agonist)^54^,^55^, PCP was suggested to influence these two processes by repressing RA signaling. RA signaling has been shown to regulate the formation of the mesoderm and anteroposterior axis, and retinoid metabolism has been associated with other metabolic pathways. Previous studies have described possible interactions between retinoids and glycolysis/hypoxia, and other studies may be ongoing.

Here, we proposed a framework to study the mechanism of xenobiotic exposure from a systematic and progressive viewpoint. The framework connected disparate biological events, particularly physiological events (metabolism), to gene regulation events (organogenesis) to convert the disorganized transcription information into a readable mechanical story. If we attained our goal, we expected to identify common parts in the toxic mechanisms of millions of chemicals. However, our present study was challenging, and more details must be collected to fill in the gaps in this framework.

## Methods

### Zebrafish and toxicological exposure

Wild-type Tuebingen zebrafish (*Danio rerio*) were maintained in a recirculating filtration system using water treated by reverse osmosis (ESEN, China). The protocols for zebrafish feeding and spawning and water quality monitoring have been previously reported^49^. PCP (purity >98%, Sigma, New Haven, CT) was dissolved in dimethyl sulfoxide (DMSO) as the vehicle (purity >98%, Amresco, Solon, OH). The final concentrations of PCP were 0, 5, and 200 μg/l, each of which contained 0.01% vehicle. The exposure started at approximately 1 hpf in a 28.5 °C incubator and was stopped at 10 and 24 hpf, respectively. Approximately sixty embryos in each treatment group were used for deep sequencing. For the quantitative PCR assay, the PCP treatments and DMSO controls were replicated 3 times. All animal protocols were carried out in accordance with guidelines for care and use of laboratory animals as approved by the Animal Ethics Committee of Tongji University.

### Chemical determination

To investigate the influence of the exposure duration on the PCP concentration, the actual concentrations of a nominal 200 μg/l PCP solution were determined at the beginning and end of the exposure using an Agilent 1200 liquid chromatography system (Waldbronn, Germany) with a VW detector operating at a wavelength of 305 nm. The constituents of the mobile phase were methanol and 1 g/l ammonium acetate (V/V: 70/30), with a flow rate of 1 ml/min. The injection volume was 20 μl. A TC-C18 reversed-phase column (150 mm × 4.6 mm, Agilent Technologies, Palo Alto, CA, USA) was used, and the column temperature was set to 25 °C. The separation was completed in 8 min.

### RNA sequencing experiments, differential gene expression analysis and functional enrichment analysis

The experimental and analysis protocols have been previously reported^56^. The total RNA was extracted and purified using an RNeasy Mini Kit (Qiagen, Germany) according to the manufacturers’ instructions. The RNA library was constructed, and sequencing was performed using an Illumina HiSeq 2000 platform (San Diego, CA, USA) after the RNA quality was examined using an Agilent TapeStation 2200 (Santa Clara, CA, USA). The clean reads from the raw sequencing data were mapped into the reference zebrafish genome Zv10 assembly using Tophat package v2.0, and further into human GRCH37.p13 genome by BLAST algorithm to achieve sufficient annotations. The mapped data were then normalized using the trimmed mean of the M-values (TMM) in edgeR package, and TMM counts over 0 were defined as detected. The statistical analysis for differential expression was performed using the R language tool of DEGseq, and “significance” was validated when *p* < 0.05 and |FC| > 2. To identify the statistical significance of the differentially expressed genes between the control and treatment groups, the gene functional enrichment analysis was then analyzed using Fisher’s exact test and the definitions and annotations of the GO terminology and KEGG pathway databases. The significance threshold was set as *p* < 0.05, with the exception of the GO BP terms, which used *p* < 0.001. The GO trees were illustrated based on the hierarchies between the significant terms using Cytoscape 3.2.1, and only a direct relationship between the ancestors and children was adopted.

### Quantitative real-time PCR and data analysis

After quality control of the extraction, the total RNA was reverse-transcribed into cDNAs with Superscript III Reverse Transcriptase (Invitrogen), random hexamers and oligo(dT) primers. SYBR Green I Quantitative PCR was performed on a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). The PCR amplification mixture consisted of a 20-μl final volume containing 0.2 μl of Platinum Taq Polymerase, 2 μl of PCR buffer (10×), 0.5 μl of the forward primers, 0.5 μl of the reverse primers, 1 μl of SYBR Green dye (20×) and 1 μl of the reverse transcription products. The PCR conditions were 40 cycles at 95 °C for 10 s, 60 °C for 30 s, and 70 °C for 30 s, and melting curves were generated after the last cycle. According to previous reports^57^,^58^ and the transcriptomic information, elongation factor 1A (EF1A) was eventually chosen as the reference gene. The RT-PCR primers were designed using Primer Express software (Applied Biosystems) and are shown in Supporting Information Table S1. The threshold cycle (CT) values for each of the selected genes and EF1A were used to acquire equivalent amounts of RNA.

## Additional Information

**How to cite this article**: Xu, T. *et al*. The developmental effects of pentachlorophenol on zebrafish embryos during segmentation: A systematic view. *Sci. Rep.* **6**, 25929; doi: 10.1038/srep25929 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
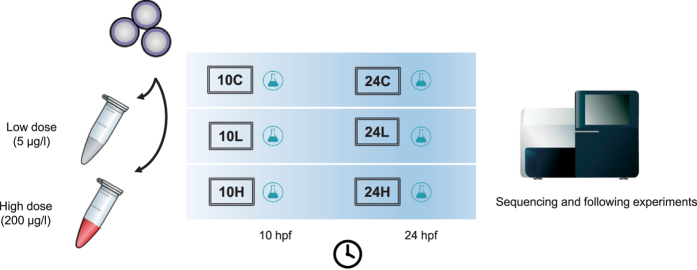
The diagram of exposure experimental design.

**Figure 2:**
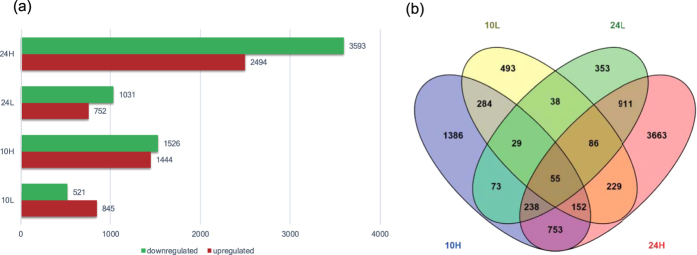
Differentially expressed genes in the four treatment groups. The genes were grouped based on the changes in their expression levels in response to different PCP concentrations and exposure durations. (**a**) Bar charts show the numbers of upregulated and downregulated genes. (**b**) The Venn diagram emphasizes the overlap between the significantly differentially expressed genes in the different groups.

**Figure 3:**
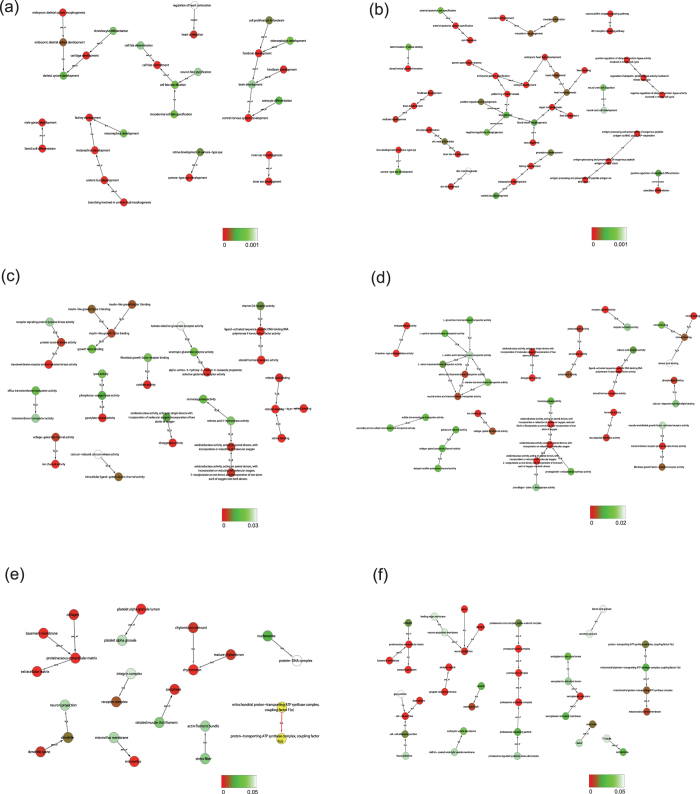
GO trees based on the hierarchies between the significant terms in the GO database. Only direct ancestors and child relationships were adopted, and the arrows point to the child terms. The colors of the balls represent the significance levels of terms. The six graphs include the BP terms in the (**a**) 10H group and (**b**) 24H group, the MF terms in the (**c**) 10H group and (**d**) 24H group, and the CC terms in the (**e**) 10H group and (**f**) 24H group.

**Figure 4:**
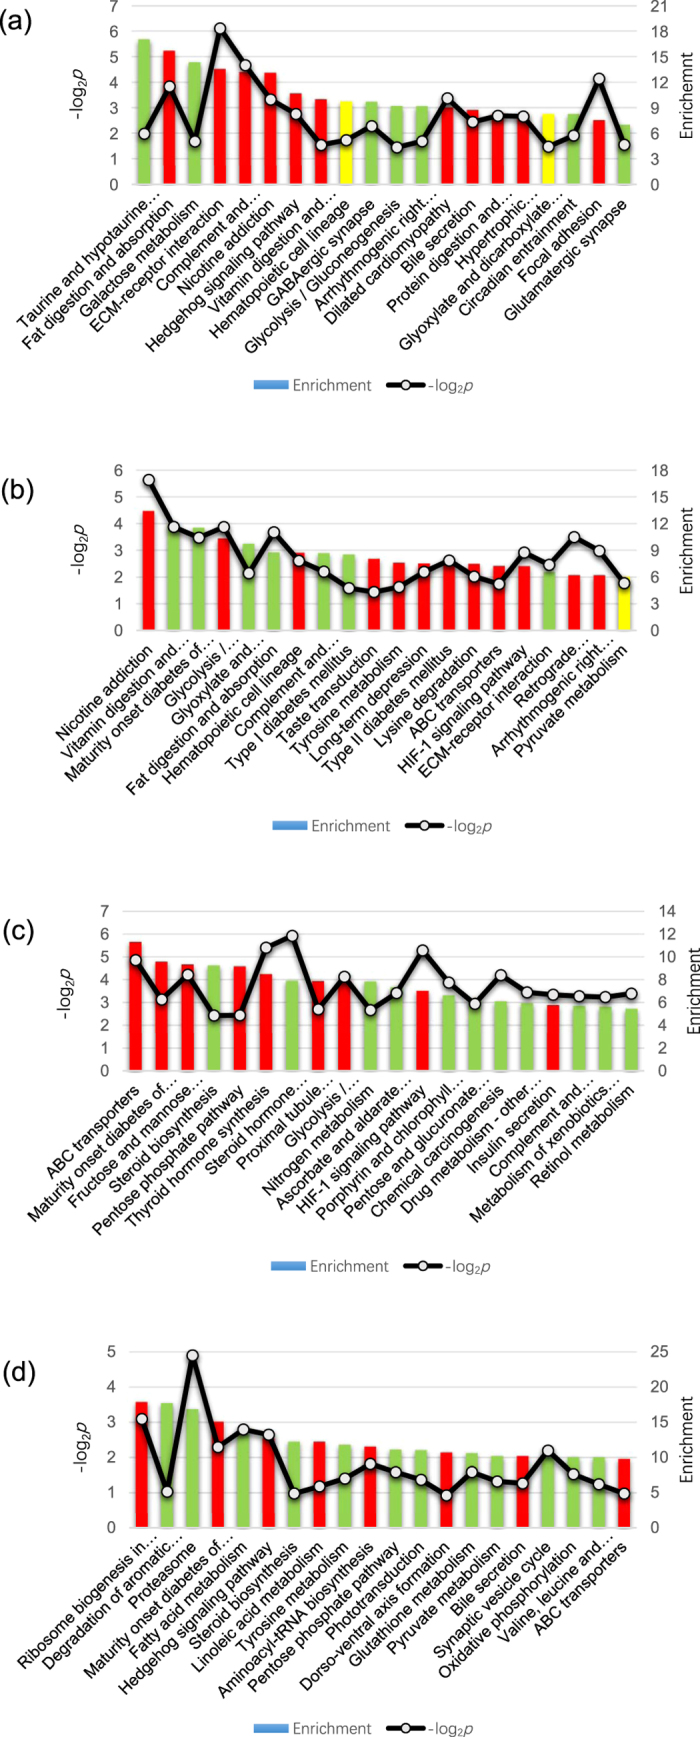
Top 20 enriched KEGG pathway terms of the four PCP-treated groups. The columns are graphed based on their enrichment levels, and the lines represent the *p*-values. (**a**) 10L group. (**b**) 10H group. (**c**) 24L group. (**d**) 24H group.

**Figure 5:**
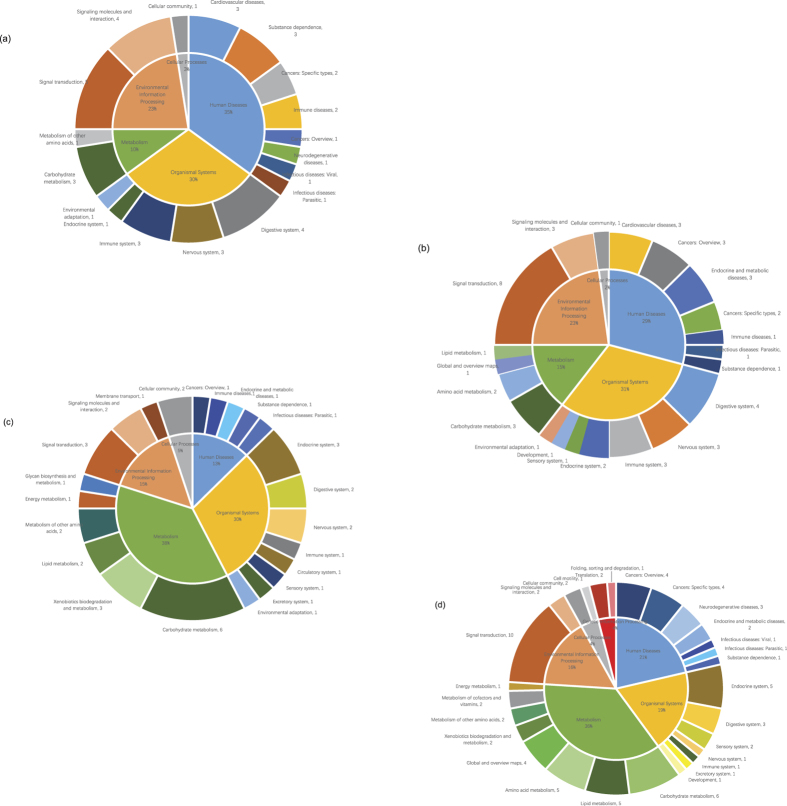
Proportions of individual categories of KEGG pathway terms. (**a**) 10L group. (**b**) 10H group. (**c**) 24L group. (**d**) 24H group.

**Figure 6:**
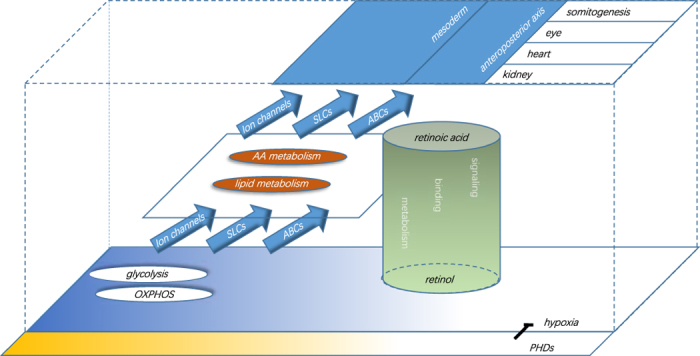
A proposed mechanical framework for PCP developmental toxicity. The vertical direction represents the progression of the toxic effects along with the causal biological events. The horizontal direction represents the approximate timeline of embryonic development and chemical exposure. The abbreviation “AA” in framework indicated amino acid.

**Table 1:** Top 10 upregulated annotated mRNA transcripts in the different PCP-treated groups.

Group	Symbol	Accession	Description	BLAST	FC
10H					
1	*egln3*	NM_213310	egl-9 family hypoxia-inducible factor 3	EGLN3	97.12
2	*gapdhs*	NM_213094	glyceraldehyde-3-phosphate dehydrogenase, spermatogenic	GAPDHS	76.23
3	*eno1a*	NM_212722	enolase 1a, (alpha)	ENO1	64.19
4	*egln2*	XP_688016	egl-9 family hypoxia-inducible factor 2	EGLN2	42.74
5	*slc2a3b*	XP_002667169	solute carrier family 2 (facilitated glucose transporter), member 3b	SLC2A1	42.08
6	*igfbp1a*	NM_173283	insulin-like growth factor binding protein 1a	IGFBP1	37.75
7	*LOC100150452*	XP_001922963	sodium- and chloride-dependent creatine transporter 1-like	SLC6A8	37.07
8	*LOC799595*	XP_009292645	immunoglobulin superfamily DCC subclass member 3-like	IGDCC3	29.05
9	*LOC793364*	XP_001332264	FYVE, RhoGEF and PH domain-containing protein 4-like	FGD4	21.04
10	*slc16a9a*	NM_200410	solute carrier family 16 (monocarboxylic acid transporters), member 9a	SLC16A9	20.17
10L					
1	*LOC555573*	XP_683216	rho GTPase-activating protein 22-like	ARHGAP22	33.72
2	*rdh1*	NM_198069	retinol dehydrogenase 1	RDH5	18.83
3	*bcl2a*	NM_001030253	B-cell CLL/lymphoma 2a	BCL2	14.33
	*slc8a1a*	NM_001037102	solute carrier family 8 (sodium/calcium exchanger), member 1a	SLC8A1	14.33
5	*lenep*	NM_001302776	lens epithelial protein		13.49
	*nfatc2*	XP_003201273	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent	NFATC2	13.49
	*cilp*	NM_001199362	cartilage intermediate layer protein, nucleotide pyrophosphohydrolase	CILP	13.49
8	*clstn2*	NM_001159839	calsyntenin 2	CLSTN2	12.65
9	*ugt5c2*	NM_001045386	UDP glucuronosyltransferase 5 family, polypeptide C2	UGT2A1	12.22
10	*cdh15*	NM_212606	cadherin 15, M-cadherin (myotubule)	CDH15	11.80
24H					
1	*mespbb*	NM_001265607	mesoderm posterior bb		218.33
2	*LOC100535991*	XP_003201455	mesoderm posterior protein 2-like	MESP2	208.25
3	*her1*	NM_131078	hairy-related 1	HES7	137.44
4	*anpepb*	NM_001089325	alanyl (membrane) aminopeptidase b	ANPEP	128.30
5	*mespaa*	NM_131551	mesoderm posterior aa	MESP2	99.29
6	*slc7a8b*	XP_001346314	solute carrier family 7 (amino acid transporter light chain, L system)	SLC7A8	94.66
7	*tbx16*	NM_131058	T-box 16	TBX6	85.61
8	*msgn1*	NM_182882	mesogenin 1	MSGN1	80.36
9	*six7*	NM_131354	SIX homeobox 7	SIX3	75.10
10	*tbx6*	NM_153666	T-box 6	TBX6	64.34
24L					
1	*slc22a5*	XP_009294016	solute carrier family 22 (organic cation/carnitine transporter), member	SLC22A5	31.81
2	*rgs9bp*	XP_691153	regulator of G-protein signaling 9 binding protein	RGS9BP	22.17
3	*her1*	NM_131078	hairy-related 1	HES7	17.74
4	*slc7a8b*	XP_001346314	solute carrier family 7 (amino acid transporter light chain, L system)	SLC7A8	17.35
5	*LOC100334535*	XP_005164589	ubl carboxyl-terminal hydrolase 18-like	USP18	14.46
6	*ftr07*	XP_698750	finTRIM family, member 7	TRIM25	13.50
7	*LOC100535991*	XP_003201455	mesoderm posterior protein 2-like	MESP2	11.57
	*mespbb*	NM_001265607	mesoderm posterior bb		11.57
8	*LOC100333218*	XP_005173582	interferon-inducible GTPase 5-like	IRGC	10.60
	*lrit3b*	NM_001145630	leucine-rich repeat, immunoglobulin-like and transmembrane domains	LRIT3	10.60
10	*vent*	NM_131700	ventral expressed homeobox	VENTX	10.51

**Table 2:** Comparison of the changes in gene expression between the RNA sequencing and qRT-PCR data (200 μg/l PCP).

	log_2_FC (10 hpf)		log_2_FC (24 hpf)	
	Sequencing	qRT-PCR	Sequencing	qRT-PCR
gapdhs	6.25	4.79	1.74	0.69
egln3	6.60	4.97	3.27	2.14
mespa	1.43	1.66	6.63	3.77
cox7a2	n/a^a^	−0.22	−1.99	−2.43
abcb11a	−1.25	−1.14	4.77	2.45
atp5ia	n/a	−0.46	−2.44	−2.81
cryba2b	n/a	0.22	−5.40	−4.52
gnb5b	1.70	1.60	−3.55	−3.97
ldha	3.25	2.00	n/a	−0.74
scn1ba	n/a	−0.24	−1.53	−2.72
her1	n/a	0.81	7.10	4.02
abcc8	1.59	1.57	−3.12	−3.67
kcnc3b	3.70	2.35	−1.90	−2.01

^a^Failed to pass the significance test when the RNA sequencing data were analyzed.

**Table 3:** Validation of the PCP concentrations before and after exposure.

Nominal	Beginning		End	
	Mean	SD	Mean	SD
200	178.00	3.26	112.57	2.95

## References

[b1] FeilR. & FragaM. F. Epigenetics and the environment: emerging patterns and implications. Nat. Rev. Genet. 13, 97–109 (2011).2221513110.1038/nrg3142

[b2] ZhengW., YuH., WangX. & QuW. Systematic review of pentachlorophenol occurrence in the environment and in humans in China: not a negligible health risk due to the re-emergence of schistosomiasis. Environ. Int. 42, 105–116 (2012).2160128310.1016/j.envint.2011.04.014

[b3] Fernández FreireP., LabradorV., Pérez MartínJ. M. & HazenM. J. Cytotoxic effects in mammalian Vero cells exposed to pentachlorophenol. Toxicology 210, 37–44 (2005).1580445610.1016/j.tox.2005.01.009

[b4] NaitoS. . Role of active oxygen species in DNA damage by pentachlorophenol metabolites. Mutat. Res. 310, 79–88 (1994).752388710.1016/0027-5107(94)90011-6

[b5] XuT. . Pentachlorophenol exposure causes Warburg-like effects in zebrafish embryos at gastrulation stage. Toxicol. Appl. Pharmacol. 277, 183–191 (2014).2464205910.1016/j.taap.2014.03.004

[b6] KimmelC. B., BallardW. W., KimmelS. R., UllmannB. & SchillingT. F. Stages of embryonic development of the zebrafish. Dev. Dyn. 203, 253–310 (1995).858942710.1002/aja.1002030302

[b7] ScholzS. Zebrafish embryos as an alternative model for screening of drug-induced organ toxicity. Arch. Toxicol. 87, 767–769 (2013).2354301110.1007/s00204-013-1044-2

[b8] WitzanyG. & BaluškaF. Life’s code script does not code itself. EMBO Rep. 13, 1054–1056 (2012).2314689110.1038/embor.2012.166PMC3512409

[b9] VesterlundL., JiaoH., UnnebergP., HovattaO. & KereJ. The zebrafish transcriptome during early development. BMC Dev. Biol. 11, 30 (2011).2160944310.1186/1471-213X-11-30PMC3118190

[b10] BreitholtzM. & WollenbergerL. Effects of three PBDEs on development, reproduction and population growth rate of the harpacticoid copepod Nitocra spinipes. Aquat. Toxicol. 64, 85–96 (2003).1276366910.1016/s0166-445x(03)00025-0

[b11] ZhengJ. Energy metabolism of cancer: glycolysis versus oxidative phosphorylation [Review]. Oncol. Lett. 4, 1151–1157 (2012).2322679410.3892/ol.2012.928PMC3506713

[b12] LumJ. J. . The transcription factor HIF-1alpha plays a critical role in the growth factor-dependent regulation of both aerobic and anaerobic glycolysis. Genes Dev. 21, 1037–1049 (2007).1743799210.1101/gad.1529107PMC1855230

[b13] KajimuraS., AidaK. & DuanC. Insulin-like growth factor-binding protein-1 (IGFBP-1) mediates hypoxia-induced embryonic growth and developmental retardation. Proc. Natl Acad. Sci. USA 102, 1240–1245 (2005).1564443610.1073/pnas.0407443102PMC545835

[b14] HenzeA. T. . Prolyl hydroxylases 2 and 3 act in gliomas as protective negative feedback regulators of hypoxia-inducible factors. Cancer Res. 70, 357–366 (2010).2002886310.1158/0008-5472.CAN-09-1876

[b15] BalerciaG. . Coenzyme Q10 treatment in infertile men with idiopathic asthenozoospermia: a placebo-controlled, double-blind randomized trial. Fertil. Steril. 91, 1785–1792 (2009).1839571610.1016/j.fertnstert.2008.02.119

[b16] ChaiW. . Plasma coenzyme Q10 Levels and postmenopausal breast cancer risk: the Multiethnic Cohort Study. Cancer Epidemiol. Biomarkers Prev. 19, 2351–2356 (2010).2066811910.1158/1055-9965.EPI-10-0396PMC3013233

[b17] MortensenS. A. & MortensenA. L. The mitochondria in heart failure: A target for coenzyme Q10 therapy? Clin. Pharmacol. Ther. 96, 645–647 (2014).2539971010.1038/clpt.2014.175

[b18] SolainiG., BaraccaA., LenazG. & SgarbiG. Hypoxia and mitochondrial oxidative metabolism. Biochim. Biophys. Acta 1797, 1171–1177 (2010).2015371710.1016/j.bbabio.2010.02.011

[b19] LiuZ. J. . Nutrient deprivation-related OXPHOS/glycolysis interconversion via HIF-1α/C-MYC pathway in U251 cells. Tumor Biol. (2015) [Epub ahead of print], doi: 10.1007/s13277-015-4479-7.26646563

[b20] DuesterG. Retinoic acid synthesis and signaling during early organogenesis. Cell 134, 921–931 (2008).1880508610.1016/j.cell.2008.09.002PMC2632951

[b21] SaariJ. C. Vitamin A metabolism in Rod and cone visual cycles. Annu. Rev. Nutr. 32, 125–145 (2012).2280910310.1146/annurev-nutr-071811-150748

[b22] HedigerM. A., ClémençonB., BurrierR. E. & BrufordE. A. The ABCs of membrane transporters in health and disease (SLC series): introduction. Mol. Aspects Med. 34, 95–107 (2013).2350686010.1016/j.mam.2012.12.009PMC3853582

[b23] GorbatenkoA., OlesenC. W., BoedtkjerE. & PedersenS. F. Regulation and roles of bicarbonate transporters in cancer. Front. Physiol. 5, 130 (2014).2479563810.3389/fphys.2014.00130PMC3997025

[b24] SuhreK. . Human metabolic individuality in biomedical and pharmaceutical research. Nature 477, 54–U60 (2011).2188615710.1038/nature10354PMC3832838

[b25] HahnM. K. & BlakelyR. D. The functional impact of SLC6 transporter genetic variation. Annu. Rev. Pharmacol. Toxicol. 47, 401–441 (2007).1706727910.1146/annurev.pharmtox.47.120505.105242

[b26] OwenL. & Sunram-LeaS. I. Metabolic agents that enhance ATP can improve cognitive functioning: a review of the evidence for glucose, oxygen, pyruvate, Creatine, and L-carnitine. Nutrients 3, 735–755 (2011).2225412110.3390/nu3080735PMC3257700

[b27] BusqueS. M. & WagnerC. A. Potassium restriction, high protein intake, and metabolic acidosis increase expression of the glutamine transporter SNAT3 (Slc38a3) in mouse kidney. Am. J. Physiol. Renal Physiol. 297, F440–F450 (2009).1945812410.1152/ajprenal.90318.2008

[b28] KunjiE. R. & RobinsonA. J. The conserved substrate binding site of mitochondrial carriers. Biochim. Biophys. Acta 1757, 1237–1248 (2006).1675963610.1016/j.bbabio.2006.03.021

[b29] RutenbergJ., ChengS. M. & LevinM. Early embryonic expression of ion channels and pumps in chick and Xenopus development. Dev. Dyn. 225, 469–484 (2002).1245492410.1002/dvdy.10180

[b30] NovakA. E. . Embryonic and larval expression of zebrafish voltage-gated sodium channel alpha-subunit genes. Dev. Dyn. 235, 1962–1973 (2006).1661506410.1002/dvdy.20811

[b31] ChengS. M. & ChenI. & LevinM. K(ATP) channel activity is required for hatching in Xenopus embryos. Dev. Dyn. 225, 588–591. (2002).1245493510.1002/dvdy.10183

[b32] ManserghF. . Mutation of the calcium channel gene Cacna1f disrupts calcium signaling, synaptic transmission and cellular organization in mouse retina. Hum. Mol. Genet. 14, 3035–3046 (2005).1615511310.1093/hmg/ddi336

[b33] AnJ. . Cacna1f gene decreased contractility of skeletal muscle in rat model with congenital stationary night blindness. Gene 562, 210–219 (2015).2574872710.1016/j.gene.2015.02.073

[b34] ReyesR. . Cloning and expression of a novel pH-sensitive two pore domain K^+^ channel from human kidney. J. Biol. Chem. 273, 30863–30869 (1998).981297810.1074/jbc.273.47.30863

[b35] LeongI. U., SkinnerJ. R., ShellingA. N. & LoveD. R. Identification and expression analysis of kcnh2 genes in the zebrafish. Biochem. Biophys. Res. Commun. 396, 817–824 (2010).2043870510.1016/j.bbrc.2010.04.157

[b36] WiemuthD., AssmannM. & GründerS. The bile acid-sensitive ion channel (BASIC), the ignored cousin of ASICs and EnaC. Channels (Austin) 8, 29–34 (2014).2436596710.4161/chan.27493PMC4048340

[b37] LinW. H., WuC. H., ChenY. C. & ChowW. Y. Embryonic expression of zebrafish AMPA receptor genes: zygotic gria2 alpha expression initiates at the midblastula transition. Brain Res. 1110, 46–54 (2006).1688710410.1016/j.brainres.2006.06.054

[b38] FischerS. . Abcb4 acts as multixenobiotic transporter and active barrier against chemical uptake in zebrafish (Danio rerio) embryos. BMC Biol. 11, 69 (2013).2377377710.1186/1741-7007-11-69PMC3765700

[b39] LecureurV. . Cloning and expression of murine sister of P-glycoprotein reveals a more discriminating transporter than MDR1/P-glycoprotein. Mol. Pharmacol. 57, 24–35 (2000).10617675

[b40] de CerioO. D., BilbaoE., CajaravilleM. P. & CancioI. Regulation of xenobiotic transporter genes in liver and brain of juvenile thicklip grey mullets (Chelon labrosus) after exposure to prestige-like fuel oil and to perfluorooctane sulfonate. Gene 498, 50–58 (2012).2234300710.1016/j.gene.2012.01.067

[b41] IchidaK. . Decreased extra-renal urate excretion is a common cause of hyperuricemia. Nat. Commun. 3, 764 (2012).2247300810.1038/ncomms1756PMC3337984

[b42] ZajaR., MunićV. & SmitalT. Cloning and mRNA expression analysis of an ABCG2 (BCRP) efflux transporter in rainbow trout (Oncorhynchus mykiss) liver and primary hepatocytes. Mar. Environ. Res. 66, 77–79 (2008).1838122310.1016/j.marenvres.2008.02.028

[b43] SawadaA. . Zebrafish Mesp family genes, mesp-a and mesp-b are segmentally expressed in the presomitic mesoderm, and Mesp-b confers the anterior identity to the developing somites. Development 127, 1691–1702 (2000).1072524510.1242/dev.127.8.1691

[b44] GomezC. . Control of segment number in vertebrate embryos. Nature 454, 335–339 (2008).1856308710.1038/nature07020

[b45] OatesA. C., MorelliL. G. & AresS. Patterning embryos with oscillations: structure, function and dynamics of the vertebrate segmentation clock. Development 139, 625–639 (2012).2227469510.1242/dev.063735

[b46] WagesP., HorwitzJ., DingL., CorbinR. W. & PosnerM. Changes in zebrafish (Danio rerio) lens crystallin content during development. Mol. Vis. 19, 408–417 (2013).23441112PMC3580975

[b47] EasterS. S. & NicolaG. N. The development of vision in the zebrafish (Danio rerio). Dev. Biol. 180, 646–663 (1996).895473410.1006/dbio.1996.0335

[b48] PosnerM. . A proteome map of the zebrafish (Danio rerio) lens reveals similarities between zebrafish and mammalian crystallin expression. Mol. Vis. 14, 806–814 (2008).18449354PMC2358921

[b49] XuT., ZhaoJ., YinD., ZhaoQ. & DongB. High-throughput RNA sequencing reveals the effects of 2,2′,4,4′-tetrabromodiphenyl ether on retina and bone development of zebrafish larvae. BMC Genomics 16, 23 (2015).2561409610.1186/s12864-014-1194-5PMC4312473

[b50] HagenaarsA. . Toxicity evaluation of perfluorooctane sulfonate (PFOS) in the liver of common carp (Cyprinus carpio). Aquat. Toxicol. 88, 155–163 (2008).1850143910.1016/j.aquatox.2008.04.002

[b51] MazzioE. & SolimanK. F. Whole genome expression profile in neuroblastoma cells exposed to 1-methyl-4-phenylpyridine. Neurotoxicology 33, 1156–1169 (2012).2277608710.1016/j.neuro.2012.06.009PMC3470775

[b52] PujolarJ. M. . Detecting genome-wide gene transcription profiles associated with high pollution burden in the critically endangered European eel. Aquat. Toxicol. 132–133, 157–164 (2013).10.1016/j.aquatox.2013.02.01223518471

[b53] BrownP. & DaleN. Modulation of K(+) currents in Xenopus spinal neurons by p2y receptors: a role for ATP and ADP in motor pattern generation. J. Physiol. (Lond.) 540, 843–850 (2002).1198637310.1113/jphysiol.2001.013192PMC2290272

[b54] TiniM., OtulakowskiG., BreitmanM. L., TsuiL. C. & GiguèreV. An everted repeat mediates retinoic acid induction of the gamma F-crystallin gene: evidence of a direct role for retinoids in lens development. Genes Dev. 7, 295–307 (1993).843629910.1101/gad.7.2.295

[b55] KrálováJ., CzernyT., SpanielováH., RatajováV. & KozmikZ. Complex regulatory element within the gammaE- and gammaF-crystallin enhancers mediates Pax6 regulation and is required for induction by retinoic acid. Gene 286, 271–282 (2002).1194348210.1016/s0378-1119(02)00425-0

[b56] MammotoT. & IngberD. E. Mechanical control of tissue and organ development. Development 137, 1407–1420 (2010).2038865210.1242/dev.024166PMC2853843

[b57] TangR., DoddA., LaiD., McNabbW. C. & LoveD. R. (2007) Validation of zebrafish (Danio rerio) reference genes for quantitative real-time RT-PCR normalization. Acta Biochim. Biophys. Sin. (Shanghai) 39, 384–390 (2007).1749213610.1111/j.1745-7270.2007.00283.xPMC7110012

[b58] CurtisK. M. . EF1α and RPL13a represent normalization genes suitable for RT-qPCR analysis of bone marrow derived mesenchymal stem cells. BMC Mol. Biol. 11, 61 (2010).2071636410.1186/1471-2199-11-61PMC2931506

# Supplementary material for: The developmental effects of pentachlorophenol on zebrafish embryos during segmentation: A systematic view
**Source:** Sci Rep. 2016 May 16;6:25929. doi: 10.1038/srep25929
**Supplement:** Supplementary Information

**The developmental effects of pentachlorophenol on zebrafish embryos during segmentation: A systematic view**

Ting Xu1,2, Jing Zhao3, Zhifa Xu2, Ruijie Pan2 & Daqiang Yin2

Figure S1 Chromosomal distribution of the detected transcripts in all six groups. The abbreviation “MT” in X axis indicated mitochondrial chromosome.

Table S1 The most significantly changed GO terms in 10H group.

Table S2 The most significantly changed GO terms in 10L group.

Table S3 The most significantly changed GO terms in 24H group.

Table S4 The most significantly changed GO terms in 24L group.

Table S5 Typical significant genes involving in glycolysis and OXPHOS.

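Table S5 lists genes of glycolysis and OXPHOS that the authors selected because they changed in these libraries, so their directions are not independent evidence. Of 14 measured glycolysis entries, 14 rose in 10H (13 adjusted over all genes), and 7 of 15 rose and 2 fell in 24H. All but 1 of the 34 OXPHOS entries fell in 24H, 3 fell in 10H and 2 in 24L.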

Table S6 Typical significant genes in the binding and signaling of retinoids.

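Table S6 gathers carriers, enzymes and receptors of retinoids, again selected by the authors from these libraries, so their directions are not independent evidence. Of 23 measured entries, 13 fell and none rose in 10H, and of 33 measured in 24H, 11 rose and 17 fell.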

| **GOTerm** | **10H** | **Style** | **24H** | **Style** |
| --- | --- | --- | --- | --- |
| retinol binding/retinal binding/retinoid binding/retinoic acid binding |  |  | crabp1a | down |
| retinol binding/retinal binding/retinoid binding/retinoic acid binding | crabp1b | down | crabp1b | down |
| retinol binding/retinal binding/retinoid binding/retinoic acid binding | crabp2a | down | crabp2a | down |
| retinol binding/retinal binding/retinoid binding | rbp5 | down | rbp5 | down |
| retinol binding/retinal binding/retinoid binding | rbp2a | down | rbp2a | down |
| retinol binding/retinal binding/retinoid binding | rbp2b | down | rbp2b | down |
| retinol binding/retinal binding/retinoid binding | rbp4 | down | rbp4 | down |
| retinol binding/retinal binding/retinoid binding | rbp4l | down |  |  |
| retinol binding/retinoic acid binding |  |  | lrata | down |
| retinol binding | rlbp1a | down |  |  |
| retinol binding |  |  | rlbp1b | down |
| retinol binding |  |  | c8g | down |
| retinal binding | opn1mw1 | down |  |  |
| retinal binding |  |  | exorh | down |
| retinoid binding |  |  | lcn15 | down |
| retinoic acid binding | cyp26b1 | down |  |  |
| retinoic acid binding | cyp26c1 | down |  |  |
| retinoic acid binding | nr2f2 | down |  |  |
| retinoic acid binding | nr2f5 | down |  |  |
| retinoic acid binding | ugt1a4 | down | ugt1a4 | down |
| retinoic acid binding |  |  | ugt1a1 | down |
| retinoic acid binding |  |  | ugt1a2 | down |
| retinoic acid binding |  |  | ugt1a5 | down |
| retinoic acid binding |  |  | ugt1ab | down |
| retinoic acid receptor activity/retinoic acid-responsive element binding |  |  | rarab | up |
| retinoic acid receptor activity/retinoic acid-responsive element binding |  |  | raraa | up |
| retinoic acid receptor activity/retinoic acid-responsive element binding |  |  | rxrab | up |
| retinoic acid receptor activity/retinoic acid-responsive element binding |  |  | rxrgb | up |
| retinoic acid receptor activity |  |  | esrrgb | up |
| retinoic acid receptor activity |  |  | rargb | up |
| retinoid X receptor binding |  |  | pparg | up |
| retinoid X receptor binding |  |  | nr1h4 | up |
| retinoid X receptor binding |  |  | nr1h5 | up |
| retinoid X receptor binding |  |  | nsd1b | up |

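The entries below cover solute carriers, cation channels and ABC transporters that the authors chose after seeing the same libraries, and their counts are not independent evidence. In 24H, 9 of 21 solute carriers rose and 11 fell, 2 of 9 channels rose and 6 fell (cacna1fb, which rose, is not counted), and 9 of 14 ABC transporters rose and 2 fell.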

Table S7 Typical significant genes in three families of transmembrane transporters.

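Each of the 36 measured genes that the authors chose for somite formation rose in 24H, and 15 of 35 rose in 24L. They were picked from these libraries for having changed, and are not independent evidence of the direction.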

Table S8 Typical significant genes involving in somitogenesis.

| **Symbol** | **Aliase** | **FC (24H/24C)** | **10C** | **Symbol** | **Aliase** | **FC (24H/24C)** | |  | **10C** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| aldoaa |  | 4.09 (73887.630/18049.986) | 42934.39 | itga5 |  | 2.60 (2451.747/943.468) | | | 1822.508 |
| cdh2 |  | 2.05 (16297.006/7957.440) | 23518.44 | lef1 |  | 2.49 (1633.061/656.791) | | | 2590.543 |
| cdx1a |  | 3.82 (543.779/142.269) | 10543.69 | mespaa |  | 99.29 (424.855/4.279) | | | 221.387 |
| cdx4 |  | 36.09 (5096.531/141.199) | 26787.83 | mespab |  | 208.25 (445.537/2.139) | | | 561.337 |
| chd |  | 3.94 (370.563/94.133) | 13595.89 | mespbb |  | 218.33 (233.541/1.070) | | | 333.654 |
| cyp26a1 |  | 4.25 (5521.385/1298.606) | 8436.839 | msgn1 |  | 80.36 (6016.905/74.878) | | | 20858.64 |
| efnb2a |  | 2.64 (1671.841/632.188) | 932.763 | myf5 |  | 12.51 (3505.696/280.259) | | | 3953.489 |
| fgf8a |  | 5.63 (2283.701/405.413) | 4629.192 | neo1a |  | 2.18 (5894.533/2707.391) | | | 1323.076 |
| fn1a |  | 2.94 (9487.269/3229.401) | 41676.37 | pcdh8 |  | 52.46 (2917.966/55.624) | | | 3326.051 |
| fn1b |  | 12.23 (29233.955/2390.762) | 11413.5 | psen2 |  | 2.37 (2676.670/1127.456) | | | 1358.75 |
| foxb1a | foxb1.2 | 3.77 (1290.937/342.301) | 1617.909 | pxna |  | 3.20 (815.238/254.587) | | | 402.903 |
| fxr1 |  | 2.81 (6865.752/2443.177) | 7707.626 | ripply1 |  | 12.59 (2573.257/204.311) | | | 2824.521 |
| gadd45ba | | 2.72 (1083.250/397.925) | 924.369 | ta | ntla | 3.43 (1990.698/579.773) | | | 5223.055 |
| gadd45bb | | 3.44 (720.443/209.660) | 1079.655 | tbx6 | tbx24 | 64.34 (4335.584/67.391) | | | 8716.982 |
| gli2a |  | 2.75 (6873.508/2502.010) | 2999.742 | tbx16 |  | 85.61 (2381.081/27.812) | | | 5298.599 |
| has2 |  | 11.82 (860.050/72.739) | 743.902 | tcf15 | par1 | 5.05 (2219.930/439.643) | | | 2196.033 |
| her1 |  | 137.44 (735.093/5.348) | 1759.555 | tdgf1 | oep | 7.94 (1028.096/129.433) | | | 1100.64 |
| her7 |  | 42.86 (458.464/10.697) | 2194.984 | wnt3a |  | 2.32 (240.435/103.760) | | | 109.12 |
| igf2b |  | 2.39 (2238.889/938.120) | 150.04 |  |  |  |  |  |  |

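The 33 genes of lens structure that the authors chose from these libraries all fell in 24H, and 30 fell in 24L. Since they were chosen for their change, their counts are not independent evidence.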

Table S9 Typical significant genes involving in lens structure.

| **Symbol** | **Description** | **FC (24H/24C)** | **Symbol** | **Description** | **FC (24H/24C)** |
| --- | --- | --- | --- | --- | --- |
| crygm2d1 | crystallin, gamma M2d1 | 0.0008 (1.724/2282.723) | cryaa | crystallin, alpha A | 0.05 (10.341/189.336) |
| crygm2d2 | crystallin, gamma M2d2 | 0.002 (1.724/801.199) | cryba1b | crystallin, beta A1b | 0.02 (117.201/5913.258) |
| crygm2d3 | crystallin, gamma M2d3 | 0 (0/2347.974) | cryba1l1 | crystallin, beta A1, like 1 | 0.03 (208.549/6773.291) |
| crygm2d4 | crystallin, gamma M2d4 | 0.002 (5.171/2660.324) | cryba2a | crystallin, beta A2a | 0.03 (115.478/4593.258) |
| crygm2d5 | crystallin, gamma M2d5 | 0 (0.862/1584.214) | cryba2b | crystallin, beta A2b | 0.02 (168.908/7124.150) |
| crygm2d6 | crystallin, gamma M2d6 | 0 (0/434.295) | cryba4 | crystallin, beta A4 | 0.01 (44.812/3125.641) |
| crygm2d7 | crystallin, gamma M2d7 | 0.005 (5.171/1098.574) | crybb1 | crystallin, beta B1 | 0.02 (119.787/5486.451) |
| crygm2d8 | crystallin, gamma M2d8 | 0.004 (21.544/5626.581) | crybb1l1 | crystallin, beta B1, like 1 | 0.01 (76.698/5397.667) |
| crygm2d9 | crystallin, gamma M2d9 | 0.001 (3.447/2868.914) | crybb1l2 | crystallin, beta B1, like 2 | 0.02 (187.005/7725.317) |
| crygm2d10 | crystallin, gamma M2d10 | 0.003 (17.235/5796.662) | crygn2 | crystallin, gamma N2 | 0.02 (82.730/5294.976) |
| crygm2d12 | crystallin, gamma M2d12 | 0.003 (5.171/1755.365) | cryl1 | crystallin, lambda 1 | 0.44 (544.641/1236.564) |
| crygm2d13 | crystallin, gamma M2d13 | 0.002 (5.171/2212.123) | crym | crystallin, mu | 0.46 (85.316/183.987) |
| crygm2d15 | crystallin, gamma M2d15 | 0 (0/193.614) | hspb9 | heat shock protein, alpha-crystallin-related, 9 | 0.30 (174.940/590.470) |
| crygm2d16 | crystallin, gamma M2d16 | 0 (0/284.538) | mipa | major intrinsic protein of lens fiber a | 0.009 (25.853/2914.911) |
| crygm2d19 | crystallin, gamma M2d19 | 0.003 (15.512/5363.437) | mipb | major intrinsic protein of lens fiber b | 0.007 (11.203/1607.747) |
| crygm2d21 | crystallin, gamma M2d21 | 0.002 (6.032/3064.668) |  |  |  |
| crygmx | crystallin, gamma MX | 0.01 (5.171/398.995) |  |  |  |
| crygmxl2 | crystallin, gamma MX, like 2 | 0.004 (5.171/1405.576) |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

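Whole zebrafish embryos had been kept in 0, 5 or 200 μg/l PCP from about 1 hpf and collected at 10 or 24 hpf, and each of the 6 conditions was sequenced as 1 library from pooled embryos. The authors mapped the reads with Tophat, annotated them further against the human genome, and normalized the counts per gene by TMM in edgeR. The program that counted reads per gene is not given in the sources used here. They deposited 1 table, whose signal for each gene and library is a normalized count, that is, the number of mapped reads times a scaling factor of the library. The paper calls genes with DEGseq at more than 2-fold and a p under 0.05.

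In each library all values were whole multiples of 1 step, so dividing by it gave back the reads (tolerance 0.001). The step, which is the value of 1 read, ranged from 0.862 in 24H to 1.07 in 24C. The reads came to 50320856 in 10C, 54483684 in 10L, 51032834 in 10H, 47409208 in 24C, 50925208 in 24L and 59864868 in 24H. At this depth 1 read in the lower library already sets a wide interval, so each FC is given with its 95% Clopper-Pearson interval from the reads of the 2 libraries, and genes with 0 reads in 1 library with a bound against a floor of 3 counts per library.

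The table held 21228 entries, of which 19843 were mRNA, 856 ncRNA and 529 other RNA. Names of 60 entries had been shortened at a full stop, and 9 had become dates. Another 11 entries merged many transcripts named by their clone and were left out of the tests, though not of the scaling, which left 21217 genes.

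Each treated library was compared with the control of the same age. The test was a two-sided exact binomial test on the reads of the 2 libraries given their scaling, with the paper's thresholds and no adjustment in the main setting, since DEGseq was not used here. It compares 2 libraries and holds no estimate of the variation between pools of embryos. The test was tried on simulated libraries that differed by counting error alone, with 200 genes changed among 21217. The changes were set only in genes above a minimum of control reads. It recovered 97.0% of genes changed 3-fold in 10L and 98.5% in 10H, 24L and 24H, and all genes changed 12-fold. In these simulations 117 unchanged genes were called in 10L, 116 in 10H, 118 in 24L and 124 in 24H.

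Lists by pathway, family, tissue or stage numbered 57 and included 8 that the paper's tables define. Of their 938 symbols, 693 matched the table by name, 131 through a RefSeq table of names, and 114 were not matched. The median log2 FC of a list (members with at least 10 reads on average, 1 added to the normalized counts) was ranked among 10000 random lists of the same size drawn within 50 bins of expression. Counts within a list were adjusted by Benjamini-Hochberg over all genes and over the list alone.

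Genes named in the text were those the paper names, the 10 with the highest and the 10 with the lowest FC in a comparison, and the 3 highest and 3 lowest called members of a list, the last 2 kinds with at least 50 reads in the higher library, and the ranked genes with a symbol that does not begin with LOC or a clone prefix. The rule gave 543 genes, and the paper's tables had been read when it was written. Results for some of these genes are not reported here.

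The resemblance of treated to younger embryos was measured as the correlation across genes of log2 FC with the log2 ratio of control embryos at 10 hpf over embryos at 24 hpf, once with a shared library and once with none. Since 2 doses share a control, 20 simulations of unchanged libraries, with a biological coefficient of variation of 0, 0.2 or 0.4, gave the overlap and correlation that sharing alone produces. Differences of log2 FC between ages are given for genes called in opposite directions at the 2 ages, with an interval from the normal approximation of the read counts.

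The alternatives were scaling by library totals or by median-of-ratios size factors, a minimum of 10 reads, 1 added to the values, a 4-fold threshold, 2-fold with no test, adjusted p, the normal approximation given the mean level (MA-plot model), and the exact test of edgeR 4.0.16 with an assumed biological coefficient of variation of 0.2 or 0.4. For lists, 100 reads in place of 10 and an added constant of 0.1 or 10 were tried as well. For the qRT-PCR comparison, values were also scaled to the reads of ef1a, the reference gene. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3.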

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

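The tests of explanations in this part and the differences of single genes between ages were chosen only after the results were seen, whereas the counts and medians of the lists followed the plan.

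The 24H embryos resembled younger control embryos, with clock and gastrula genes higher and genes of muscle, pigment and blood lower. RNA of 10 hpf embryos mixed into the library cannot by itself account for the fall of late genes. Of the 54 genes over 64-fold higher in 10C, 51 stood in 24H at 60% of the 10C level or less, so that a mixture alone would leave late genes at least 40%. The 293 genes over 64-fold higher in 24C than in 10C stood in 24H at a median of 24.4% of their 24C level. Some mixture beside another cause of the fall is not excluded by these values. The tables also argue against a rise of scaled values through the fall of abundant late genes, because the genes with a larger share of the reads in 24H than in 24C rose together by 0.68 in log2 share, below the median of the clock list on the same scale, 1.89 (95% interval 0.84 to 3.75). Slower development with rising dose needs a graded shift, and the median of the clock list was 0.46 in 24L and 1.93 in 24H, although the clock list held a smaller share of the reads in 24L (0.114%) than in 24C (0.138%). It stays a possible explanation. The sequencing cannot tell it from an embryo pool of another age in 24H, apart from PCP, because there was 1 library per condition. The paper's qRT-PCR, with replicated treatments and controls, had the sign of sequencing for all 13 genes at 24 hpf. Among them, her1 had a log2 FC of 4.02, mespa 3.77 and cryba2b -4.52. If the replicates were separate from the sequenced embryos, which the paper does not state, these values argue against such a pool for these genes.

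Groups of genes that the paper's main text does not report as groups also stood away from the control, as follows. The paper's full lists of GO terms could not be read here. Amino acid and unfolded protein stress genes had a median log2 FC of 1.39 in 24H, with 13 of 21 that rose and 3 that fell. Ribosome biogenesis had 1.13, with 19 of 31 that rose. Skeletal muscle had -1.63 in 24H, with 5 of 38 that rose and 21 that fell. Erythroid genes had -2.28, with 19 of 23 that fell. Myeloid genes had -1.08, with 1 of 12 that rose and 7 that fell. Pigment cell genes had -2.87, with 1 of 18 that rose and 14 that fell. Germ line genes had 1.35, with 6 of 10 that rose. Genes of the gastrula axis and pluripotency had 2.1, with 19 of 22 that rose. At 10 hpf, genes of the yolk syncytial layer and liver had -1.21 in 10H, with 1 of 17 that rose and 11 that fell. For each of these lists, the counts adjusted over all genes and adjusted over the list alone were the same.

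Some genes were called in opposite directions at the 2 ages, and their log2 FC of 10H minus that of 24H is given with its 95% interval, without a test, since they were chosen by their opposite calls. Over all genes, 218 rose in 10H and fell in 24H, where independent calls would give 233, and 187 did the reverse, where they would give 160. For abcb11a, the bile salt pump gene, the difference was -6.01 (-6.19 to -5.83). That of the aminopeptidase gene anpep was -8.97 (-10.3 to -7.61). The nuclear receptor gene nr2f5 had -3.32 (-3.41 to -3.24). The growth factor gene igf2b had -3.08 (-3.59 to -2.56). The glycine carrier gene slc25a38a had -4.33 (-5.03 to -3.63). Among those higher at 10 hpf and lower at 24 hpf, abcc8 had 4.58 (2.98 to 6.18), where the call in 10H rests on 5 and 15 reads and did not pass when adjusted over all genes. The calcium channel subunit gene cacnb4b had 4.12 (2.49 to 5.75). For gnb5b, a G protein subunit gene, it was 5.16 (4.02 to 6.31). The AMPA receptor gene gria4b had 4.28 (2.94 to 5.62). The glucose transporter gene slc2a15a had 4.70 (3.88 to 5.52). At the low dose, cryba4, a β-crystallin gene, had 3.16 as 10L minus 24L (1.67 to 4.66), where the call in 10L rests on 4 and 17 reads and did not pass when adjusted over all genes or over the list alone. The intervals cover counting error alone.

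Medians of some lists lay on opposite sides of 0 at the 2 ages at the high dose, and these differences, 10H minus 24H, were not tested. They were -0.79 for the retinoic acid pathway. Amino acid and unfolded protein stress had -1.69. Heat shock had -1.40. Aminoacyl-tRNA synthetases had -1.31. Cytochrome P450 genes had -0.67.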

How the results depend on the processing

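Each condition was 1 library, so none of these alternatives measures the variation between pools of embryos. No paired analysis was possible because there was 1 library per condition. The counts of genes past the thresholds (each direction in 4 groups, in all 4 groups, in 1 alone) stayed within 1.5 times in 10 of 10 cases under library totals, median-of-ratios, at least 10 reads, 1 added to values, adjusted p, the MA-plot model and a biological coefficient of variation of 0.2. Depth limits the calls of 10L: at least 10 reads in the higher library kept 1155 of the 1282 genes called in 10L, and adjusted p kept 1063. With an assumed coefficient of 0.4, 254 of these 1282 and 2436 of the 6012 genes called in 24H were left.

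The other counts follow as genes up and down. A 4-fold threshold, stricter by construction, gave 207 and 196 in 10L, 389 and 451 in 10H, 199 and 250 in 24L, 745 and 1474 in 24H, 6 genes in all 4 groups and 2707 in 1 alone. A coefficient of 0.4, which widens the error, gave 164 and 90 in 10L, 330 and 364 in 10H, 160 and 192 in 24L, 908 and 1528 in 24H, 4 genes in all 4 groups and 2759 in 1 alone. The 2-fold threshold with no test, which admits genes with few reads, gave 2058 and 1727 in 10L, 2826 and 2581 in 10H, 1691 and 1874 in 24L, and 459 genes in all 4 groups.

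List medians stayed within an interval over their member genes in 222 of 222 cases under median-of-ratios and in 210 of 222 under library totals. The 12 others were in 10L, where that scaling raised the median over all genes from -0.02 to 0.10: stress response 0.11, ribosome biogenesis -0.048, erythroid 0.12, epidermis -0.20, nuclear OXPHOS -0.089, the OXPHOS entries that the paper tabulates -0.17, solute carriers 0.17, SLC25 carriers 0.12, proteasome -0.15, ribosomal proteins -0.16, tRNA synthetases 0.12 and cytochrome P450 0.056. With members of at least 100 reads, 217 of 220 kept their value. In 10L the median of lens genes other than crystallins went from 0.61 to -0.068 and that of AMPA receptors from 1.08 to -0.058, and in 10H that of cation channels went from 0.05 to -0.34, as weakly expressed members were left out.

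Correlations with the younger stage kept their sign throughout. Their movement was judged by an interval that treats genes as independent, which they are not. They left it in 6 of 8 cases with at least 100 reads and in 8 of 8 with 10L in place of 10C. The cause was not tested. With at least 100 reads, 24H had 0.576 (Pearson) and 0.468 (Spearman) with 10C over 24C, and 0.425 and 0.285 with 10C over 24L. For 24L these were 0.364 (Pearson, 10C over 24C) and -0.159 (Spearman, 10C over 24H). With 10L in place of 10C, 24H had 0.605 and 0.542 against 24C, and 0.443 and 0.359 against 24L, and 24L had 0.376 and 0.339 against 24C, and -0.0387 and -0.0883 against 24H. Contrasts against 24H are pulled down for 24L by the changes that the 2 share.

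Scaling to ef1a turned the median difference of sequencing from qRT-PCR at 24 hpf from 0.74 to -0.16, since ef1a itself had FC 1.87 in 24H, and left that at 10 hpf within its interval. None of the 919 calls of named genes was reversed: 900 stayed past the thresholds under library totals, 919 under median-of-ratios and 823 with 10 added to the values, which shrinks genes with few reads.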

Differences from the paper's values

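Of 240 FCs and log2 FCs that the paper's tables and text give for single genes, 238 equalled, to the printed digits, the values of the entry they were matched to. For 3 symbols that entry was found by the values themselves, among them cox5aa, whose own entry differs (below). The 2 that matched no value of their entry were those of cacna1fb in Table S7. Values that lay more than 1.5 times apart are said to differ. For that gene the paper's FC in 10H was 2.3 and the value here 4.40, which also differed under library totals (4.36) and median-of-ratios (4.40), and came within 1.5 times of the paper's with 10 added to the values (3.40). In 24H the paper's FC was 0.36 and the value here 10.8, which differed under library totals (10.5), median-of-ratios (10.8) and with 10 added to the values (6.51), all set before the data were examined. The printed counts of that gene are those of the entries LOC100535925 in 10H (FC 2.3) and col5a3b in 24H (FC 0.364).

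In 10L, the transcripts downregulated number 845 and those upregulated 521 in the paper, where 507 fell and 775 rose here. Of the alternatives set before the data were examined, the paper's 845 was met within 1.5 times by the MA-plot model (597). Under that model 891 rose, against the paper's 521, so the split still went the other way. The 845 was not met by library totals (358), median-of-ratios (507), at least 10 reads (415), 1 added to values (489), 4-fold (196), adjusted p (404), 2-fold with no test (1727), or a biological coefficient of variation of 0.2 (364) or 0.4 (90). In 24H the paper's 3593 up and 2494 down stand against 2526 up and 3486 down here, 6012 in all against the paper's 6087. With the directions exchanged, the values here would be 507 up and 775 down beside the paper's 521 and 845 in 10L, and 3486 up and 2526 down beside the paper's 3593 and 2494 in 24H. The MA-plot model gives 597 and 891, and 3592 and 2610, on that exchanged scale. The paper's FCs of single genes have the directions used here, and its sentence on 10L names that group for having more genes up than down.

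In other counts the direction of a statement differed. The paper has the growth in numbers with dose and duration fall above all on upregulated genes. From 24L to 24H the genes that rose went here from 742 to 2526 and those that fell from 887 to 3486, so that 45.6% of the genes called in 24L and 42.0% in 24H rose, and with the directions exchanged more would rise than fall in both groups. It names 10L as the 1 treatment with more genes up than down, and here 10H also had more up, 1419 against 1342 down (the figure shows about 1400 up and about 1500 down in Fig. 2, read by eye). Library totals turned this into 1369 up and 1386 down. For 24L the counts of transcripts upregulated and transcripts downregulated here were 742 and 887, against about 750 and about 1000 in Fig. 2, read by eye. The paper counts 21227 detected transcripts, and the table has 21228 entries.

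Among genes of energy metabolism, the paper has HIF1α fall in 24H, whereas hif1ab had FC 1.53 and hif1al 1.96 there, and hif1aa (0.298) and hif1al2 (0.0334) fell. It has most of the glycolysis genes of 10H return to the control level by 24 hpf, whereas of 15 measured entries of its Table S5, 7 rose and 2 fell in 24H. The return held for ldha (0.999) and pgk1 (1.11) in 24H, while gapdhs (3.35), eno1 (2.49), pfkfb3 (5.29) and aldocb (2.25) stayed past the thresholds. It lists pfkma as upregulated at 24 hpf, where the FC was 0.390 in 24L and 0.0671 in 24H. It describes the high expression of egln2, listed as LOC559569, as continuous, and it passed in 10L, 10H and 24L but had 1.58 in 24H. The values printed for cox5aa in Table S5 are those of LOC100537689 (0.470), while cox5aa itself had 0.724 in 24H.

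Among carriers and receptors, the paper has the retinaldehyde dehydrogenases change at 24 hpf, and none of 3 measured passed in 24H. It lists opn1mw1 as lower in 10H, where the reads went from 12 to 4 and the FC was 0.334 (0.0785 to 1.1), called by the 2-fold threshold with no test and by the MA-plot model. It gives slc38a3 the highest expression, with a normalized count of 21190 in 24H, where slc43a2b had 54460. It sets cacna1fb apart from other channels as far more expressed, where its normalized count was 139 in 24H and that of cacnb4b 881. It names accn1 as changed, which passed in none of the groups (FC 0.544 in 10L, 0.710 in 10H, 1.61 in 24L and 1.2 in 24H), and places abcg2a (1.25) and abcg8 (0.887) among the altered ABC transporters of 24L. In the lens it describes γM-crystallins, citing earlier work, as the main class. In the RNA of 24C they held 43.7% of the crystallin reads and β-crystallins 50.3%. The γM share rests on the entries recognized (35.8% without the 3 added ones), and protein was not measured here, so a difference from the paper is not shown. Apart from opn1mw1, none of the settings run here called any gene that these paragraphs give as not having passed.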

Other observations

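The tests of explanations in this part were chosen only after the results were seen, and the values of the lists followed the plan.

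Of 21 amino acid and unfolded protein stress genes, 13 rose in 24H, among them chac1, which degrades glutathione, with FC 12.3 (11.8 to 12.8), sesn2 with 11.6 (10.1 to 13.3) and the regulator atf3 with 6.64 (5.65 to 7.85). Aminoacyl-tRNA synthetase genes rose with them, 11 of 27, such as nars with 5.27 (5.12 to 5.41) and iars with 3.57 (3.46 to 3.69). Of 16 heat shock genes, 8 rose and 1 fell in 24H, whereas 1 rose and 4 fell in 10H: hsp70l had 18.8 (16.3 to 21.9) in 24H and 0.254 (0.147 to 0.418) in 10H. Ribosome biogenesis genes such as wdr43 (4.16, 4.02 to 4.31) and bop1 (3.77) rose in 24H. Of 52 cytochrome P450 genes, 18 rose and 8 fell in 24H, led by cyp11a1, which starts steroid synthesis, with FC 52.4 (42.1 to 66.1) and 8.83 in 24L, and by cyp24a1, which degrades vitamin D, with 19.0 (15.3 to 23.8). Of 23 xenobiotic and oxidative stress genes, 3 rose and 6 fell in 24H, the latter including sod2 (0.0483), sod1 (0.178) and cat (0.209), and the median log2 FC of the list was -0.11. For the lists named here the counts were the same adjusted over the list alone.

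In 24H the lists of muscle, blood and pigment cells fell, those of early embryos and the germ line rose, and 7 of 19 genes of the epidermis and periderm rose and 2 fell. The muscle parvalbumin gene pvalb1 had FC 0.00354 (0.00294 to 0.00423) in 24H, the troponin gene tnnt3b 0.0111 (0.296 in 24L), and the myosin gene myhz1 0.0620 (0.294 in 24L). The globin gene hbae1 had 0.0300 (0.0290 to 0.0310), the melanin enzyme gene tyrp1b 0.0263 (0.0230 to 0.0300), and lyz, a lysozyme gene of neutrophils and macrophages, 0.0665 (0.499 in 24L). Skeletal muscle genes held 2.24% of the reads in 24C, 1.41% in 24L and 0.648% in 24H. In turn, the pluripotency gene pou5f1 had FC 8.55 in 24H and 6.75 (6.51 to 7.00) in 10H, the Nodal coreceptor gene oep 7.94 and 3.84, and the notochord gene flh 12.8 in 24H. In the epidermis, krt5 rose to 3.01 in 24L and 5.28 in 24H, and icn fell to 0.350 and 0.133. At 10 hpf, genes of the yolk syncytial layer and liver fell in 10H, such as apoa4 (0.192) and fgg (0.188), while hnf4a rose (2.37). In 24H, 42.1% of the 2526 genes that rose and 23.9% of the 3486 that fell lay over 2-fold outside the 10C-to-24C range. Ages between 10 and 24 hpf were not sequenced, so such values do not show a departure from an earlier stage. Cell cycle genes held 0.864% of the reads in 10C, 0.630% in 24C and 0.390% in 24H, further from 10C than the control. Histones held 0.676%, 0.497% and 0.313%.

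Sequencing gave higher log2 FCs than the paper's qRT-PCR at 24 hpf, by a median of 0.74 over 13 genes. The reference gene ef1a had FC 1.87 in 24H, and after scaling to its reads the median difference was -0.16. It was then 1.41 (0.15 to 2.18) for the 5 genes that rose, all higher by sequencing. For the 7 that fell it was -0.48 (-1.78 to 0.28), with 1 of them higher. A rise of the reference moves all genes alike, so it could produce the shift of the median but not, by itself, this gap. At 10 hpf, where ef1a had FC 1.02, 6 of the 7 genes that rose also stood higher by sequencing, and the median over the 7 was 1.25 (-0.23 to 1.63). A qRT-PCR that understated every change, with no shift of the reference, would give a negative difference for the genes that fell, where it was 0.42 (-0.88 to 1.19, 7 genes). Whether a rise of the reference and such an understatement acted together was not tested. Their parts cannot be told apart, because the intervals of 1.25 and 0.42 both reach to both sides of 0. No biological explanation was tested.

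The log2 FCs of 10L and 10H against their shared control were weakly related, with a Pearson correlation of 0.0940 across genes. Simulated unchanged libraries sharing a control gave 0.501 to 0.523. The covariance of the log2 FCs was 0.0411, against 0.0296 in the simulation with counting error alone. With a biological coefficient of variation of 0.2 it was 0.113. Whether the 2 doses were less alike than unchanged libraries thus depends on the variation assumed. Of the genes called in both, 180 rose in both, 121 fell in both and 148 went opposite ways. The weak correlation was not confined to genes with few reads, as it was 0.0928 over the 7103 genes with at least 500 reads. Pools of slightly different age might add to the difference: the log2 FC of 10L had a correlation of 0.199 with 24C over 10H, and that of 10H had -0.131 with 24C over 10L. With at least 500 reads these were 0.252 and -0.269. Genes of the gastrula axis and pluripotency had a median log2 FC of 0.82 in 10H, with 9 of 24 that rose and none that fell. In 10L it was -0.48, with 2 of 23 that fell and none that rose. A difference in pool age cannot be told apart from an effect of dose, because each dose was 1 library. An effect of PCP that differs in kind between doses stays open as well and was not tested.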
